# Targeting NK-1R attenuates renal fibrosis *via* modulating inflammatory responses and cell fate in chronic kidney disease

**DOI:** 10.3389/fimmu.2023.1142240

**Published:** 2023-03-24

**Authors:** Enyi Zhu, Yang Liu, Ming Zhong, Yu Liu, Xi Jiang, Xiaorong Shu, Na Li, Hui Guan, Yin Xia, Jinhong Li, Hui-yao Lan, Zhihua Zheng

**Keywords:** targeted therapy, neuropeptide, substance P, NK-1R, renal inflammation, macrophages, renal fibrosis, chronic kidney disease

## Abstract

**Background:**

Renal fibrosis is the final common pathway of chronic kidney disease (CKD), which is clinically irreversible and without effective therapy. Renal tubules are vulnerable to various insults, and tubular injury is involving in the initiation and evolution of renal inflammation and fibrosis. Neurokinin-1 receptor (NK-1R) functions by interacting with proinflammatory neuropeptide substance P (SP), exerting crucial roles in various neurological and non-neurological diseases. However, its roles in renal inflammation and fibrosis are still unknown.

**Methods:**

We collected renal biopsy specimens and serum samples of individuals with or without CKD. Additionally, knockout mice lacking NK-1R expression, SP addition and NK-1R pharmacological antagonist treatment in the unilateral ureteral obstruction (UUO) model, and NK-1R-overexpressed HK-2 cells were employed.

**Results:**

Renal SP/NK-1R and serum SP were increased in patients with CKD and mice experiencing UUO and correlated with renal fibrosis and function. SP addition enhanced UUO-induced progressive inflammatory responses and renal fibrosis, whereas genetically or pharmacologically targeting NK-1R attenuated these effects. Mechanistically, TFAP4 promoted NK-1R transcription by binding to its promoter, which was abolished by mutation of the binding site between TFAP4 and NK-1R promoter. Furthermore, SP acted through the NK-1R to activate the JNK/p38 pathways to modulate cell fate of tubular epithelial cells including growth arrest, apoptosis, and expression of profibrogenic genes.

**Conclusion:**

Our data reveals that SP/NK-1R signaling promotes renal inflammatory responses and fibrosis, suggesting NK-1R could be a potential therapeutic target for the patients with CKD.

## Introduction

Renal fibrosis, regarded as the key pathological process leading to the chronic kidney disease (CKD), is becoming a grievous public-health concern (1, 2). Renal tubules are the dominant element of the kidney, and increasing research is focused on the causative effect of renal tubular epithelial cells (renal TECs) on the initiation and evolution of renal fibrosis (3). Upon renal injuries, TECs undergo various abnormal changes, including cell cycle arrest, apoptosis, and cellular senescence as well as partial epithelial-to-mesenchymal transition (EMT), which consequently facilitates renal fibrosis by generating proinflammatory and profibrogenic responses *via* autocrine and paracrine effects (4, 5). Accumulating evidence shows that kidney fibrogenesis involves the collaboration of multiple signaling pathways, such as transforming growth factor-β (TGF-β)/SMAD, mitogen-activated protein kinases (MAPK), nuclear factor-κB (NF-κB), and Wnt/β-catenin (6–9). Nevertheless, the fundamental mechanisms that drives renal TECs to trigger renal tubulointerstitial fibrosis remain to be determined.

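TACR1 lies on the minus strand of chromosome 2 of GRCh38, from 75046463 to 75199700 in the GENCODE 29 annotation. Its principal transcript has 5 exons and 1221 coding bases. TAC1 lies on the plus strand of chromosome 7, from 97731908 to 97740472. The principal transcript of TAC1 has 7 exons, and its 387 coding bases encode the precursor from which SP is cut. SP has 11 residues (RPKPQQFFGLM). Its codons run from 97733771 to 97733803 in exon 3, and its first residue is residue 58 of the precursor.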

Neurokinin-1 receptor (NK-1R) is encoded by the *TACR1* gene and serves as the high-affinity G protein-coupled receptor for substance P (SP), which is encoded in exon 3 of the *TAC1* gene and represents a proinflammatory neuropeptide of tachykinin family. NK-1R is widely detected in multiple cell types, including nerve cells (e.g., microglia, neurons, and astrocytes), immune cells (e.g., dendritic cells, lymphocytes, and macrophages), endothelial cells, smooth muscle cells, together with epithelial cells (10, 11). SP is also extensively distributed throughout not only in neuronal but also in non-neuronal tissues as well as in the body fluids including blood (12). SP/NK-1R axis exerts critical effects on multifarious cell activities, such as apoptosis, chemotaxis, and inflammation, and thus participates in regulating various physiological/pathological processes, including pain, emesis, neurological diseases (e.g., pruritus, epilepsy, Alzheimer’s disease), cardiovascular diseases (e.g., heart failure, cardiomyopathy, and myocardial infarction), inflammatory diseases (e.g., rheumatoid arthritis, osteoarthritis, and psoriasis), and cancer (13).

NK-1R antagonists are presently being studied as analgesic, anti-emetic, and anti-inflammatory drugs, which have been approved for preventing chemotherapy-induced nausea and emesis by the U.S. Food and Drug Administration (14). Previous studies have revealed that SP/NK-1R may play a critical role in fibrotic disorders, such as myocardial fibrosis and liver fibrosis (15). During aortocaval fistula-mediated volume overload, the SP/NK-1R axis promotes adverse myocardial remodeling by activating cardiac mast cells, resulting in elevated levels of tumor necrosis factor-α (TNF-α) together with matrix metalloproteinase (MMP) activity, and later ECM remodeling (16). In cytokine-mediated liver injury, inactivation of SP/NK-1R significantly reduces inflammatory cell infiltration and liver cell apoptosis (17). Moreover, upon cholestatic liver injury, serum SP level and SP/NK-1R expression in the liver are up-regulated, leading to SP/NK-1R pathway hyperactivation, which promotes liver fibrosis by mediating cell aging in hepatic stellate cells and cholangiocytes as well as enhancing the biliary secretion of TGF-β1 (18). However, the impact of the SP/NK-1R pathway on TEC dysfunction and consequent renal fibrosis is still unclear.

The present work revealed highly increased SP/NK-1R levels within the kidneys and serum SP levels in patients with CKD and in mice experiencing unilateral ureteral obstruction (UUO), which were strongly associated with the severity of renal fibrosis and renal functional impairment. UUO-induced renal inflammation and fibrosis were ameliorated by genetic deletion of NK-1R but aggravated by SP administration. In addition, pharmacological inhibition of NK-1R also attenuated renal inflammation and fibrosis. Mechanistically, our study showed that NK-1R was a direct target of the transcription factor activating enhancer-binding protein 4 (TFAP4). TFAP4 directly bound to the NK-1R promoter to promote its transcription. Furthermore, we also elucidated that SP/NK-1R signaling promoted JNK and p38 phosphorylation in renal tubular cells, whereby it modulated cell fate of TECs, including G2/M arrest, apoptosis, and profibrogenic/proinflammatory responses to consequently accelerate renal inflammation and fibrosis. Therefore, this study demonstrates that activation of the SP/NK-1R axis in tubular cells contributes to renal inflammation and fibrosis. Targeting this pathway may be a promising strategy for renal fibrosis and CKD treatment.

## Materials and methods

### Reagents

Substance P (SP, GC15649; GLPBIO, CA, USA), SR140333 (GC11256; GLPBIO), SP600125 (GC15344; GLPBIO) and SB239063 (GC10054; GLPBIO) were used. PBS was used as vehicle control for SP, and DMSO as a control for SR140333, SP600125, and SB239063.

### Human samples and clinical information

Human renal biopsies from patients living with CKD (stage 3–5, n = 21), together with 6 surgically removed adjacent non-tumor kidney tissues of individuals with renal cancer as relatively normal control and human serum samples from 28 CKD patients (stage 3–5) and 20 healthy persons were collected from the Seventh Affiliated Hospital, Sun Yat-sen University, Shenzhen, China. Clinical information and laboratory examination data of indicated individuals were collected. The clinical characteristics of patients with CKD are shown in **Supplementary Table S1**. The baseline features between patients with CKD and control individuals are shown in **Supplementary Table S2**. Human samples protocols gained approval from the Institutional Research Ethics Committee at the Seventh Affiliated Hospital, Sun Yat-sen University (Approval No. KY AF/SC-07/01.0) and informed consent was obtained from all individuals.

### Animals

We obtained 8–12-week-old wild-type C57BL/6J male mice from GemPharmatech Co. Ltd, Nanjing, China. NK-1R knockout (NK-1R^-/-^) C57BL/6J mice were also generated by GemPharmatech using the CRISPR-Cas9 system. The left ureter was ligated to construct the UUO mouse model according to a previous description (19). Mice were euthanized 7 or 14 days after UUO surgery. Animal experimental protocols gained approval from the Institutional Research Ethics Committee at the Sun Yat-sen University (Approval No. SYSU-IACUC-2022-000226) and were carried out following the relevant guidelines and the Guide for the Care and Use of Laboratory Animals (NIH publications Nos. 80-23, revised 1996).

### Histology and immunohistochemistry assay

After harvesting kidney tissues, Masson’s trichrome and periodic acid-Schiff (PAS) staining were performed to assess tubular/tubulointerstitial injury and fibrosis, respectively. Immunohistochemistry analyses were carried out using antibodies against NK-1R (NB300-119, diluted 1:400; Novus Biologicals, Littleton, CO, USA), SP (DF7522, 1:200; Affinity Biosciences, Jiangsu, China), Collagen1 (14695-1-AP, 1:400; Proteintech, Wuhan, China); F4/80 (70076, 1:400; Cell Signaling Technology, Beverly, MA, USA), α-SMA (19245, 1:200; Cell Signaling Technology); MCP-1(A7277, 1:2500; ABclonal Technology, Wuhan, China), TNF-α (A11534, 1:400; ABclonal Technology), TFAP4 (12017-1-AP, 1:100; Proteintech). The fibrotic-, NK-1R-, SP-, Collagen I-, F4/80-, α-SMA-, MCP-1-, TNF-α- and TFAP4-positive areas were measured in 10 randomly chosen high-power fields per kidney section using ImageJ software, version 1.53e (National Institutes of Health, Bethesda, USA).

### ELISA assay

Serum samples from both human and mice were collected for SP detection. SP level was determined with ELISA kits (Cusabio, Wuhan, China) in line with specific protocols.

### TUNEL assay

The ApopTag Plus Peroxidase *In Situ* Apoptosis Detection Kit (Chemicon, Temecula, CA, USA) was adopted for TUNEL assay in detecting apoptotic cell rate in line with specific protocols. Later, fluorescence microscopy was performed to determine the apoptotic cell number in 10 randomly chosen high-power fields per kidney section.

### RNA isolation and real-time quantitative PCR

This work utilized Trizol reagent (ThermoFisher Scientific, Darmstadt, Germany) to extract total RNA and reverse-transcribe it using the Quantitec Reverse Transcription Kit (Ruizhen Bio, Guangzhou, China) in line with the specific protocols. The mRNA expression levels were quantified by RT-qPCR using a SYBR Green PCR kit (Ruizhen Bio). All reactions were conducted in duplicate. The 2^-ΔΔCt^ approach was implemented to determine gene levels, with β-actin as a reference. Primers for β-actin, NK-1R, SP, Collagen1, a-SMA, MCP-1, TNF-α, CTGF, MMP9, and TFAP4 are described in **Supplementary Table S3**.

### Western blotting assay

RIPA buffer (Beyotime, Shanghai, China) supplemented with protease and phosphorylase inhibitors was added to lyse both kidney tissues and HK-2 cells. Later, proteins were separated through SDS-PAGE, followed by transfer on PVDF membranes. Thereafter, 5% BSA was added to block membranes under room temperature (RT) for a 1-h period, followed by primary antibody incubation, including NK-1R (ab183713, 1:1000; Abcam, Cambridge, MA, USA), SP (DF7522, 1:1000; Affinity Biosciences); α-SMA (19245, 1:5000), phosphorylated-p38 (4511, 1:1000), p38 (8690, 1:1000), phosphorylated-ERK (4370, 1:1000), ERK (4695, 1:1000), Cell Signaling Technology; phosphorylated-JNK (ab124956, 1:1000; Abcam), JNK (ab179461, 1:1000; Abcam); TFAP4 (12017-1-AP, 1:500; Proteintech), Collagen1 (14695-1-AP, 1:1000; Proteintech), and GAPDH (60004-1-Ig, 1:20000; Proteintech) under 4°C overnight. Afterward, HRP-labeled secondary antibodies (15015, 15014, diluted 1:10000; Proteintech) were added to further incubate membranes for 1 hour at RT. Protein detection was performed through WB Chemiluminescence Detection, with GAPDH being the endogenous reference.

### Cell culture and transfection

We cultivated HK-2 cells within DMEM/f12 containing 10% fetal bovine serum (FBS), 1% penicillin/streptomycin (P/S) under 5% CO2 and 37°C conditions. By adopting ClonExpress^®^ One Step Cloning Kit (Vazyme Biotech, Nanjing, China), overexpression plasmids pCDH-NK-1R and pCDH-TFAP4 were produced by inserting full-length NK-1R or TFAP4 in pCDH-CMV-MCS-EF1-Puro’s EcoR I/BamH I sites. For producing lentiviruses, the overexpression plasmid, psPAX2 was co-transfected with pMD2.G plasmid into HEK293T cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). Then, this work collected the lentiviral supernatant and preserved it under −80°C prior to analysis. Later, lentiviral supernatant that contained polybrene (8 μg/mL) was added to infect HK-2 cells, and then screened by puromycin (2 μg/mL) for obtaining HK-2 cells stably overexpressing NK-1R or TFAP4.

### Cell counting assay

We cultivated NK-1R-overexpressed HK-2 cells (5 × 10^4^) into the 12-well plate and then subjected to treatment with 20 μM SP with or without 10 μM SR140333 for 48 hours prior to calculating cell number with Countstar (ALIT Life Sciences, Shanghai, China).

### Colony formation assay

We maintained NK-1R-overexpressed HK-2 cells (5 × 10^2^) into the six-well plate for 1 day, and then subjected to treatment with 20 μM SP with or without 10 μM SR140333 for another 8 days. Methanol was added to fix colonies, followed by 0.1% crystal violet staining as well as counting.

### Flow cytometry

Apoptotic cell proportion and cell cycle distribution were evaluated by FCM. NK-1R-overexpressed HK-2 cells were incubated with the indicated treatment (20 μM SP, 10 μM SR140333, 5 μM SP600125, 2.5 μM SB239063) for 48 hours, and then evaluated by staining with Annexin V/DAPI staining using Annexin V-APC/DAPI Apoptosis Kit (Elabscience Biotechnology, Wuhan, China) or with propidium iodide (PI) by adopting Cell Cycle Analysis Kit (4A Biotech, Beijing, China). Thereafter, fluorescence-activated cell sorting (FACS) was carried out (CytoFLEX, Beckman Coulter, Miami, FL, USA).

### Luciferase report assay

Luciferase activities were determined by dual-luciferase reporter assay (Promega). *Renilla* luciferase that expresses pRL-TK (Promega) served as the endogenous reference for amending heterogeneities of transfection efficiency. To explore how TFAP4 affected the activity of the NK-1R promoter, 25 ng pRL-TK and 50 ng *firefly* luciferase reporter plasmid [p-(−1.5/+0.1k), p-mutA or p-mutB] and 150 ng pCDH-CMV-MCS-EF1-Puro or pCDH-TFAP4 were co-transfected into cells for 48 hours.

### ChIP assay

To confirm the interaction between proteins and target gene promoters, a ChIP assay was conducted as previously described (20) with some modifications. A 1% formaldehyde solution was added to cross-link HK-2 cells in a 10-cm dish for a 10-min period at RT and then collected by DTT solution. Subsequently, the cells were resuspended within SDS lysis buffer, followed by sonication 4°C for shearing DNA to 200–750 bp. After mixing with dilution buffer, the chromatin complexes were immunoprecipitated with 4 µg of anti-TFAP4 antibody (Proteintech) or isotype-matched rabbit control IgG (A7016; Beyotime) at 4°C overnight, followed by collection with 20 µL of Protein A/G MagBeads (Bimake) at 4°C for 2 hours. The bead-bound immunocomplexes were washed by pre-chilled IP lysis buffer, followed by elution with elution buffer and reverse crosslink of the DNA-protein. After purification of the immunoprecipitated DNA, semi-quantitative PCR and RT-qPCR were conducted by specific primers listed in **Supplementary Table S3**.

### Data extraction and processing

The gene expression profile (GSE66494) of human CKD kidneys was obtained in Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/). Moreover, the R software limma package (version 4.1.1) was applied in identifying differentially expressed genes (DEGs) of CKD compared with non-CKD kidney tissues upon the thresholds of |log2 (Fold Change, FC)| >= 1 together with false discovery rate (FDR) *<* 0.05. Up-regulated DEGs were later enriched by a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis based on the Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.ncifcrf.gov/). NK-1R co-expressed genes in GSE66494 were selected with cut-off of *p* < 0.05 and r >= 0.3 using Spearman′s correlation coefficient analysis. NK-1R potential transcriptional factors were predicted by ConTra v3 (http://bioit2.irc.ugent.be/contra/v3/) with a threshold of *p* < 0.05. Then, up-regulated DEGs, NK-1R co-expressed genes, and predicted NK-1R transcriptional factors were intersected.

### RNA-seq analysis

We added 20 μM SP or PBS to NK-1R-overexpressed HK-2 cells for a 48-h incubation period, followed by harvesting for RNA isolation using Trizol reagent. RNA preparation, library construction, and sequencing on the platform DNBSEQ (sequencing length, PE150) were conducted by the Beijing Genomics Institute (BGI, Shenzhen, China). Clean reads were obtained by eliminating raw sequencing reads, which were then mapped to the reference genome of Homo sapiens (GCF_000001405.39_GRCh38.p13) using HISAT (21). The expression levels of genes were quantified by RSEM (22) and DEGs between groups were selected according to DESeq2 (23) under the |log2 (FC)| >= 1 and FDR < 0.05. KEGG enrichment analysis of DEGs was based on the DAVID database.

### Statistics analysis

GraphPad Prism version 9.0.2 (GraphPad Software Inc., San Diego, CA, USA) was utilized for statistical analysis. Results were represented by mean ± SEM from three or more individual assays. Differences between the two groups were compared by unpaired Student′s t-test. Multiple comparisons among groups were made using one‐way ANOVA test followed by Bonferroni adjustment (assuming equal SDs) or Brown-Forsythe and Welch ANOVA tests followed by Dunnett T3 adjustment (assuming unequal SDs). For correlation analysis, a linear regression analysis was performed with Spearman′s correlation coefficients. *p* < 0.05 stood for statistical significance.

## Results

### Renal SP/NK-1R and serum SP levels are elevated in patients with CKD and correlated with severe renal fibrosis and declined kidney function

To assess the expression and cellular localization of SP and NK-1R, kidney biopsies were collected from 21 patients with CKD (stage 3-5) and 6 adjacent relatively normal kidney tissues from surgically removed renal cell carcinoma (RCC) tissues were obtained as controls.

Immunohistochemistry demonstrated that both SP and NK-1R were predominantly localized to renal TECs, and their expression notably increased in CKD kidneys compared with control kidneys (**Figure 1A**). In addition, Masson’s trichrome staining showed that CKD kidney tissues with higher SP and NK-1R expression exhibited more severe tubulointerstitial fibrosis (**Figure 1B**). Spearman′s correlation analysis revealed that fibrotic extents in CKD kidneys were positively correlated with renal NK-1R (r = 0.507, *p* = 0.019) or SP (r = 0.468, *p* = 0.033) expression levels (**Figure 1C**). Based on the median NK-1R expression level in CKD kidneys, the samples were classified into low- and high-NK-1R groups. Relationships between renal NK-1R expression and the clinical characteristics of patients with CKD were shown in **Supplementary Table S4**. Compared to CKD patients with low NK-1R expression, CKD patients with high NK-1R expression had lower hemoglobin (Hb, *p =* 0.023) levels, decreased estimated glomerular filtration rates (eGFR, *p=*0.035), and increased serum cystatin c (Cys C, *p =* 0.043) levels (**Figure 1D**). Meanwhile, enzyme-linked immunosorbent assay (ELISA) revealed that serum SP levels were up-regulated in patients with CKD (**Figure 1E**) and were correlated to clinical features (**Supplementary Table S5**). Compared with CKD patients with low serum SP levels, those with high serum SP levels displayed worse renal function as indicated by elevated levels of serum creatinine (Scr, *p =* 0.003), blood urea nitrogen (BUN, *p* = 0.012), Cys C (*p =* 0.0011) and decreased eGFR (*p =* 0.008) (**Figure 1F**). Thus, our results suggest that renal SP and NK-1R expression are augmented and strongly correlated with renal fibrotic extent and renal functional impairment in patients with CKD.

**Figure 1:**
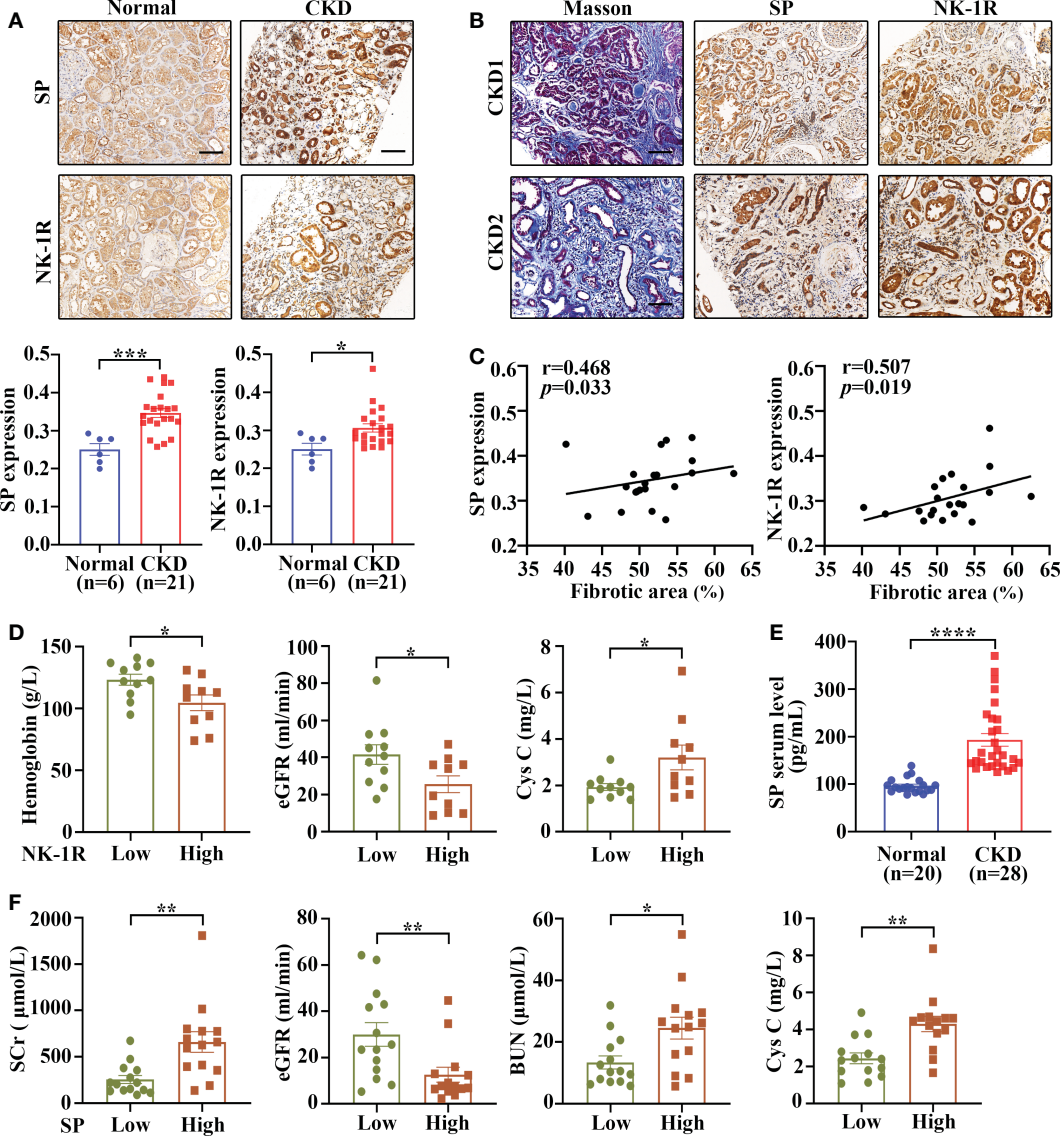
Renal SP/NK-1R and serum SP were up-regulated in patients with CKD and related to renal fibrosis and function. **(A)** The expression levels of NK-1R and SP were significantly increased in the fibrotic kidneys of patients with CKD, as assessed by immunohistochemistry staining. Representative sections (upper panels) and quantitative data (lower panels) are shown. **(B, C)** Spearman’s correlation coefficient analysis showed that the expression levels of renal NK-1R and SP were positively correlated with renal fibrotic extents in 21 CKD individuals. Representative sections of immunohistochemistry staining and Masson’s trichrome are exhibited in **(B)**. **(D)** Correlation between clinical characteristics and high/low renal expression of NK-1R in 21 CKD patients. The median NK-1R level was selected as the cut-off value for separating high from low NK-1R expression groups. **(E)** ELISA analysis displayed increased serum SP levels in CKD patients. **(F)** Correlation between clinical characteristics and high/low serum SP levels in 28 CKD patients. Samples were classified into high and low SP level groups using the cutoff of median SP level. Scale bar, 100 µm. Data are shown as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Renal SP and NK-1R expression are upregulated in the mouse UUO kidneys

UUO is a widely used as an animal model of renal fibrosis, which exhibits renal inflammation and fibrosis similar to CKD (24). As revealed by RT-qPCR assay, SP and NK-1R mRNA levels were significantly elevated in kidneys 7 and 14 days after UUO surgery (**Figure 2A**), and the serum levels of SP protein increased time-dependently during the UUO injury (**Figure 2B**). In addition, both Western blotting and immunohistochemistry detected that compared to sham-operated kidneys, the UUO kidneys showed a marked increase in the expression of SP and NK-1R in a time-dependent manner (**Figures 2C, D**). Consistent with the observations in human CKD, SP and NK-1R were mainly expressed in TECs of UUO kidneys (**Figure 2D**). These findings indicate that tubular SP and NK-1R may be involved in regulation of renal fibrosis.

**Figure 2:**
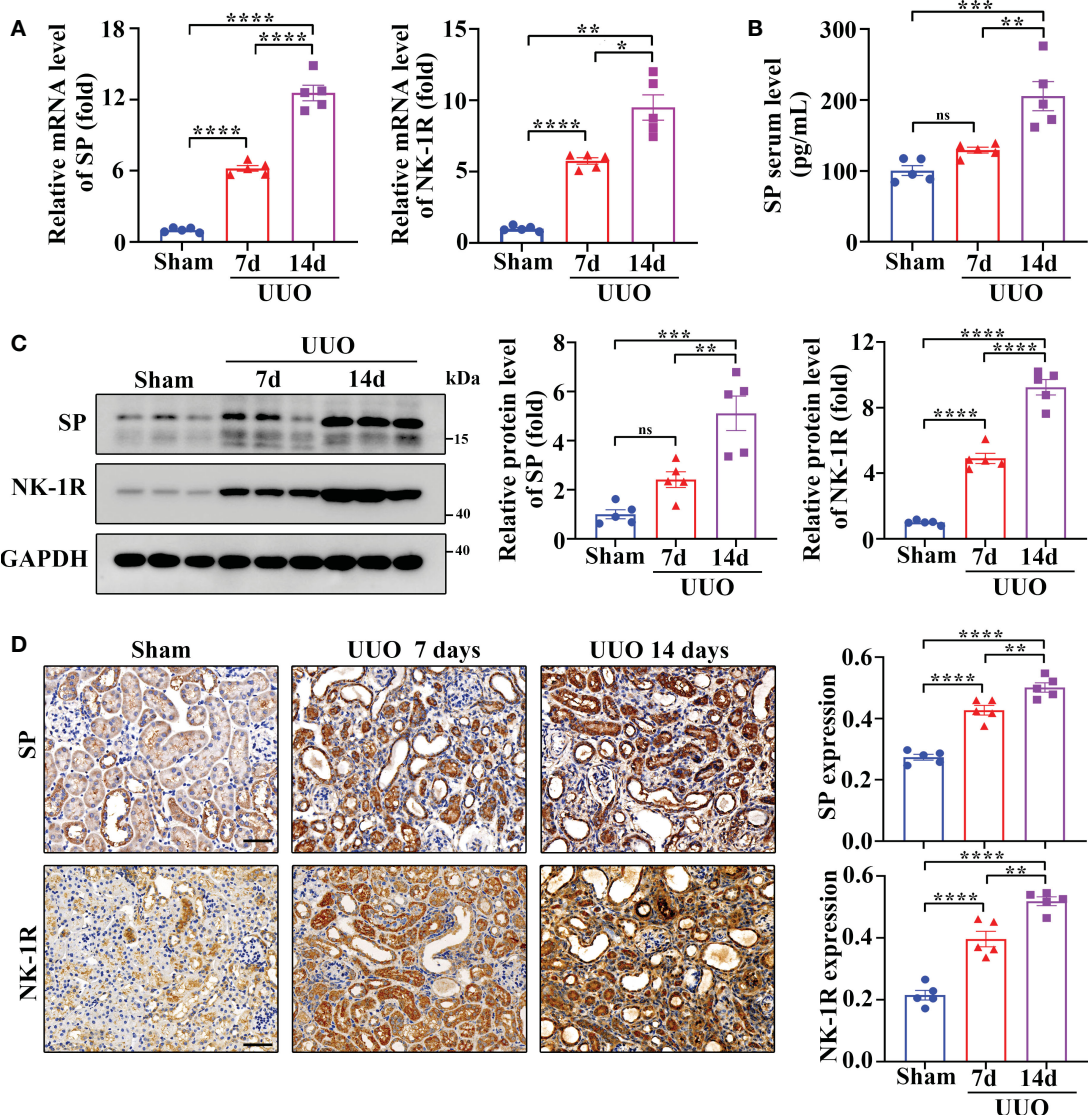
Renal SP/NK-1R and serum SP were overexpressed in a mouse unilateral ureteral obstruction (UUO) model. **(A)** RT-qPCR exhibited increased levels of SP and NK-1R mRNA in cortical lysates of kidneys on days 7 and 14 after UUO. **(B)** ELISA analysis displayed elevated serum SP levels on days 7 and 14 after UUO. **(C, D)** Western blot analysis and immunochemistry staining showed that the protein levels of renal SP and NK-1R in cortical tissues were up-regulated on days 7 and 14 after UUO. Representative images (left panels) and quantitative data (right panels) are shown. Scale bar, 50 µm. Data are shown as mean ± SEM from groups of five mice. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

### Genetic deletion of NK-1R protects UUO mice from the development of renal inflammation and fibrosis

To identify the role of the SP/NK-1R axis in renal fibrosis, NK-1R knockout (NK-1R^-/-^) mice were generated (**Supplementary Figure 1A**) and subjected to UUO for 14 days. Compared with NK-1R^+/+^ mice, NK-1R^-/-^ counterparts showed alleviated renal inflammation as showed by decreases in mRNA and protein levels of proinflammatory factors monocyte chemoattractant protein-1 (MCP-1) and TNF-α (**Figure 3A** and **Supplementary Figure 1B**). Consistently, immune cell infiltration and F4/80 positive macrophage numbers were reduced in NK-1R^-/-^ kidneys compared with NK-1R^+/+^ kidneys as shown by PAS and F4/80 staining respectively (**Figure 3C**).

**Figure 3:**
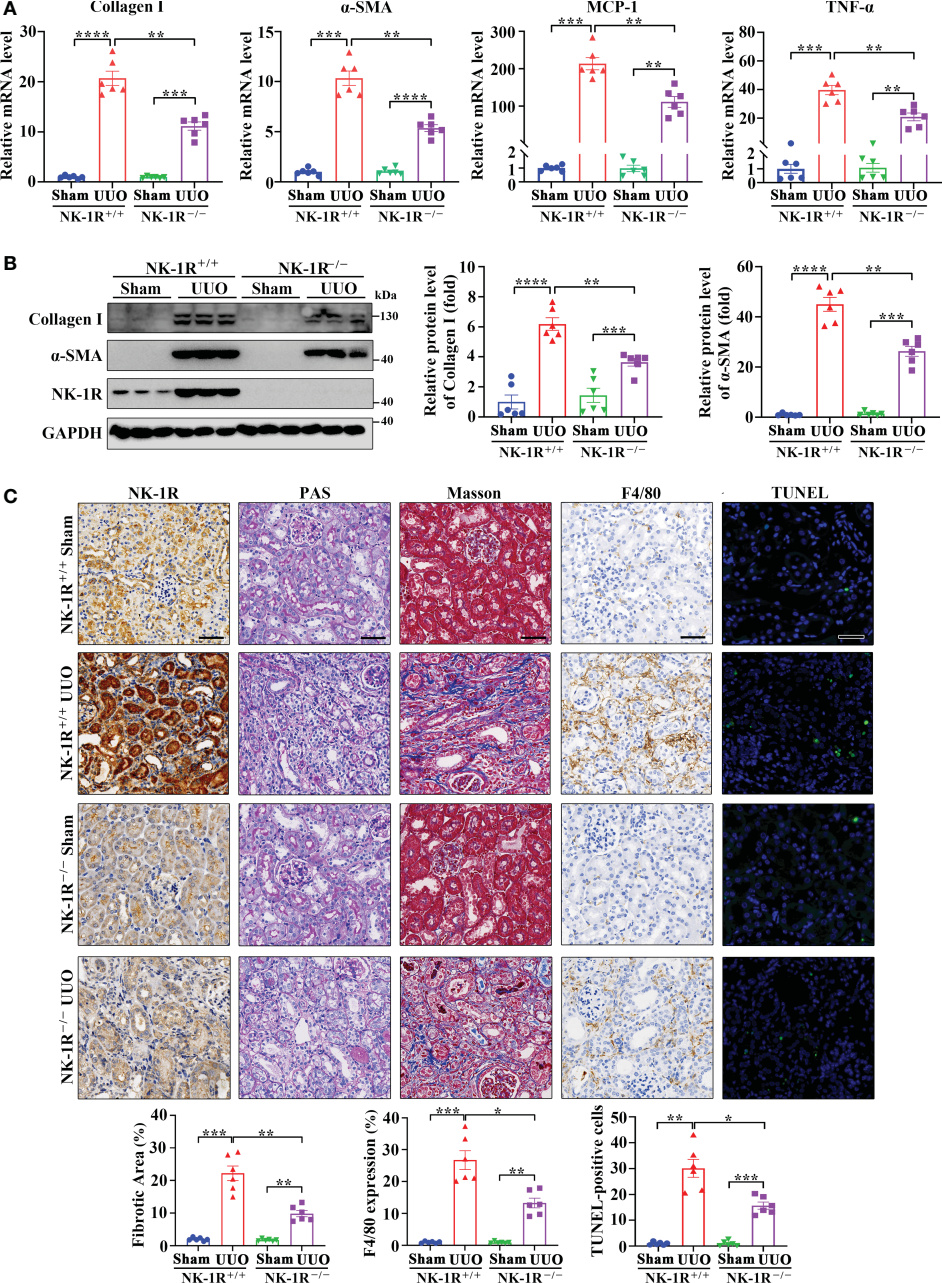
Genetic deletion of NK-1R alleviated UUO-induced renal fibrosis, inflammation, and apoptosis. **(A, B)** RT-qPCR **(A)** and Western blotting **(B)** displayed the reduced mRNA **(A)** and protein **(B)** levels of Collagen I, α-SMA, MCP-1, and TNF-α in renal cortical tissues of NK-1R knockout (NK-1R^-/-^) UUO mice, compared with NK-1R wildtype (NK-1R^+/+^) UUO mice. **(C)** Immunochemistry staining of NK-1R and F4/80, PAS, Masson’s trichrome, and TUNEL analysis showed that the deletion of NK-1R attenuated UUO-induced renal fibrosis, infiltration of F4/80-positive inflammatory cells, and apoptosis. For **(A–C)**, mouse kidneys were excised on day 14 after UUO. Analysis of TUNEL-positive cells was counted by fluorescence microscopy in ten randomly selected high-power fields per kidney section. Scale bar, 50 µm. Data are shown as mean ± SEM from groups of six mice. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

As inflammation is closely associated with renal fibrosis (25), we therefore examined renal fibrosis in NK-1R^-/-^ mice. The mRNA and protein levels of α-smooth muscle actin (α-SMA) and collagen I were lower in NK-1R^-/-^ kidneys than in NK-1R^+/+^ kidneys following UUO (**Figures 3A, B** and **Supplementary Figure 1B**). Masson’s trichrome showed decreased collagen matrix deposition in NK-1R^-/-^ UUO kidneys (**Figure 3C**). These results suggest that deletion of NK-1R attenuates UUO-induced fibrosis.

PAS showed that deletion of NK-1R effectively lessened UUO-induced tubule injury (**Figure 3C**). Renal cell apoptosis has been implicated in the progression of renal fibrosis. Interestingly, TUNEL positive cell numbers were increased by UUO in NK-1R^+/+^ mice, which were decreased in NK-1R^-/-^ mice (**Figure 3C**). These results suggest that deletion of NK-1R attenuates UUO-induced renal inflammation, apoptosis, and fibrosis.

### Administration of SP promotes renal inflammation and fibrosis induced by UUO

It is well accepted that SP signals primarily through NK-1R. To further explore the role of the SP/NK-1R axis in kidney disease, SP, an agonist of NK-1R, was administered to mice after UUO surgery. As shown by RT-qPCR, Western blotting and immunohistochemistry, administration of SP obviously augmented the mRNA and protein levels of proinflammatory/profibrogenic factors in kidneys 14 days after UUO (**Figures 4A, B** and **Supplementary Figure 2**). Moreover, SP also significantly increased the influx of inflammatory cells, F4/80-positive macrophages, TUNEL-positive apoptotic cells and renal fibrosis (**Figure 4C**). These results confirm that activation of the SP/NK-1R axis amplifies renal inflammation, apoptosis, and fibrosis induced by UUO.

**Figure 4:**
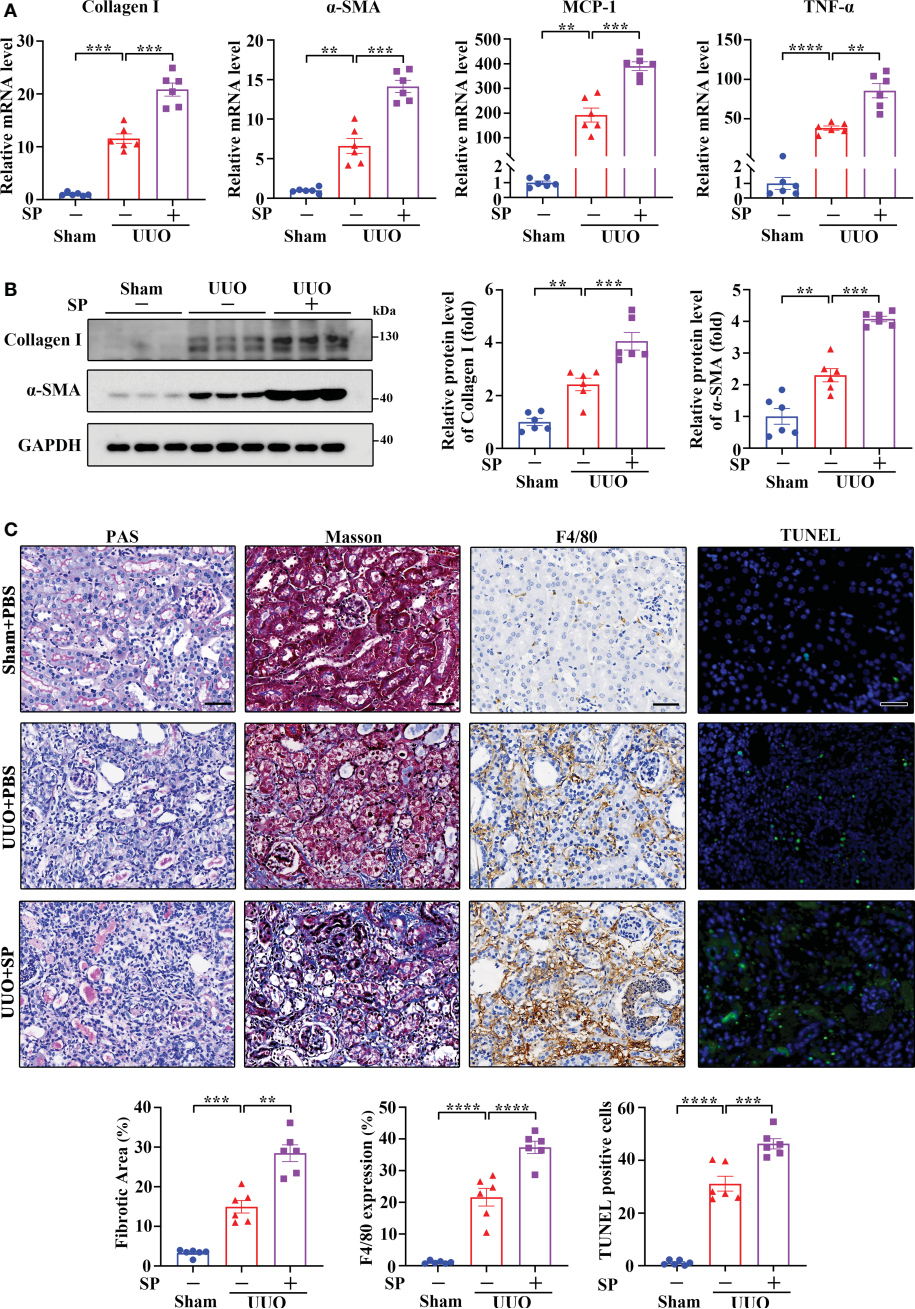
Administration of SP exacerbated UUO-induced renal fibrosis, inflammation, and apoptosis. **(A–C)** RT-qPCR **(A)**, Western blotting **(B)**, PAS, Masson’s trichrome, F4/80 immunochemistry staining, and TUNEL analysis **(C)**. Results showed that SP administration in established UUO mice enhanced the expression of Collagen I, α-SMA, MCP-1, and TNF-α at mRNA and/or protein levels, which was accompanied by aggravated renal fibrosis, infiltration of F4/80-positive inflammatory cells, and apoptosis. For **(A–C)**, sham and UUO mice were subjected to vehicle (PBS) or SP (40 nM/kg body weight) by tail vein injection three times a week for 14 days. The quantitative analysis of TUNEL-positive cells was achieved by fluorescence microscopy in 10 randomly chosen high-power fields per kidney section. Scale bar, 50 µm. Data are shown as mean ± SEM from groups of six mice. **p < 0.01; ***p < 0.001; ****p < 0.0001.

### Treatment with a pharmacological NK-1R inhibitor attenuates renal inflammation and fibrosis induced by UUO

To examine if targeting NK-1R has a therapeutic effect on renal fibrosis, we treated UUO mice with an NK-1R-specific pharmacologic inhibitor, SR140333 (NK-1Ri). Administration of NK-1Ri significantly down-regulated expression of profibrogenic and proinflammatory factors in kidneys 14 days after UUO surgery (**Figures 5A, B** and **Supplementary Figure 3**). In addition, both histological and TUNEL analyses also detected the amelioration of tubule injury, renal inflammation, and fibrosis, as well as the reduction of apoptotic cell number, in mice treated with NK-1Ri (**Figure 5C**). These results unravel the promising therapeutic effects of pharmacological inhibition of NK-1R on progressive renal fibrosis.

**Figure 5:**
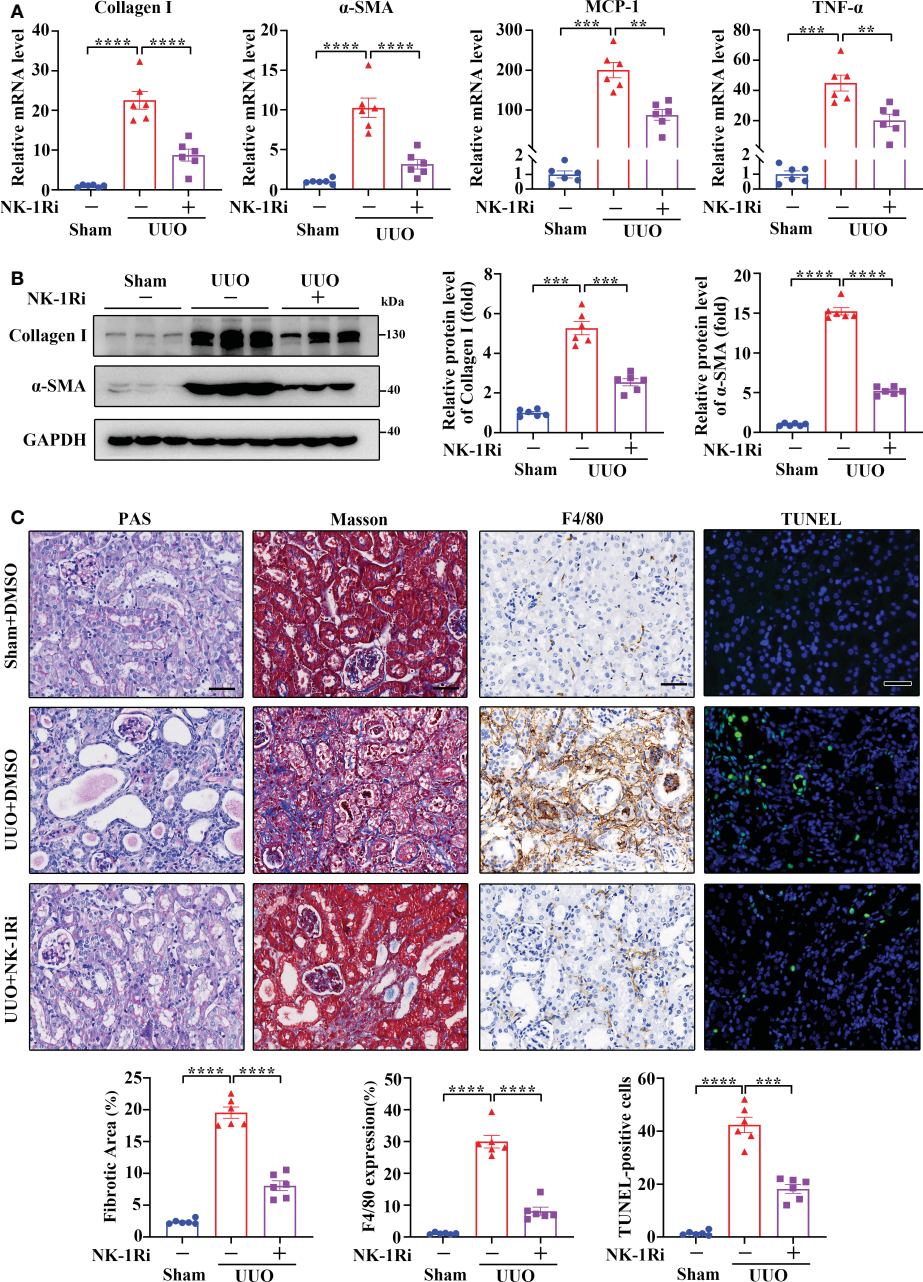
Inhibition of NK-1R with a pharmacological antagonist attenuated UUO-induced renal fibrosis, inflammation, and apoptosis. **(A, B)** RT-qPCR **(A)** and Western blotting **(B)** showed that the inhibition of NK-1R antagonized the UUO-induced increase in Collagen I, α-SMA, MCP-1, and TNF-α at the mRNA and/or protein levels in renal cortical tissues on day 14 after UUO. For B, representative images (left panels) and quantitative data (right panels) are shown. **(C)** PAS, Masson’s trichrome, F4/80 immunochemistry staining, and TUNEL analysis displayed that the inhibition of NK-1R impeded renal fibrosis, infiltration of F4/80-positive inflammatory cells, and apoptosis mediated by UUO surgery. Representative images (upper panels) and quantitative data (lower panels) are shown. For **(A–C)**, sham and UUO mice were administered intraperitoneally with vehicle (DMSO) or a specific NK-1R inhibitor (NK-1Ri) SR140333 (1 mg/kg body weight) every day for 14 days. + or −, with (+) or without (−) the indicated treatment. TUNEL-positive cells were counted by fluorescence microscopy in ten randomly selected high-power fields per kidney section. Scale bar, 50 µm. Data are shown as mean ± SEM from groups of six mice. **p < 0.01; ***p < 0.001; ****p < 0.0001.

### TFAP4 is up-regulated in fibrotic kidneys and transcriptionally activates NK-1R expression

To determine the regulatory mechanism of UUO-induced NK-1R expression, we analyzed the expression array data (GSE66494) of kidney biopsies from patients with CKD (**Figures 6A, B**). In order to identify the potential transcriptional factors that enhance NK-1R expression, we first selected 3457 up-regulated genes (log2 FC >= 1 and FDR < 0.05). Next, we calculated the Spearman′s correlation between NK-1R and other genes expression in GSE66494 and generated 2805 NK-1R coexpressed genes (r >= 0.3, *p* < 0.05). Last, 14 potential transcription factors were predicted by ConTra v3 to bind to the NK-1R promoter. TFAP4 was the only one that was found in all three sets of genes and thus was selected for further investigation (**Figures 6C–E**). Interestingly, TFAP4 mRNA levels increased in CKD along with elevated SP and NK-1R mRNA levels (**Figure 6D**).

**Figure 6:**
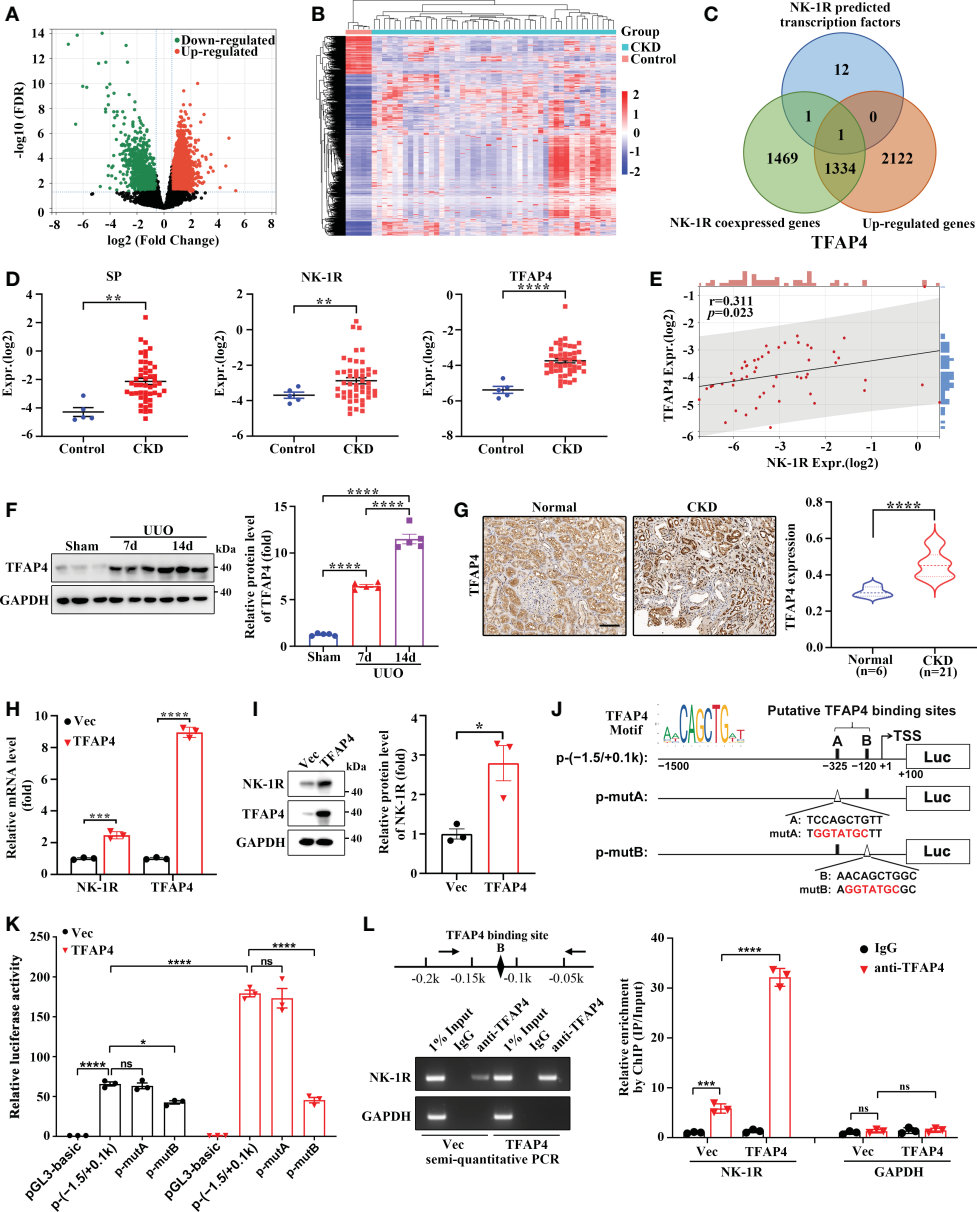
TFAP4 is dysregulated in fibrotic kidneys and transcriptionally activates NK-1R expression. **(A, B)** The volcano plot **(A)** and heatmap **(B)** of DEGs between CKD and non-CKD patients from GSE66494 with the threshold of FDR < 0.05 and |log2 (Fold Change)| > = 1. **(C)** Venn diagram of ConTra v3-predicted NK-1R transcription factors overlapping NK-1R co-expressed genes and up-regulated genes in GSE66494. **(D)** The mRNA levels of renal NK-1R, SP, and TFAP4 increased in CKD patients based on GSE66494. **(E)** Correlation between the expression of NK-1R and TFAP4 in GSE66494. **(F, G)** Western blotting **(F)** and immunochemistry staining **(G)** showed the up-regulated expression of renal TFAP4 protein in UUO mice and CKD patients, respectively. **(H, I)** Real-time quantitative PCR **(H)** and Western blotting **(I)** showed that the stable overexpression of TFAP4 increased NK-1R mRNA and protein levels in HK-2 cells. **(J, K)** Overexpression of TFAP4 enhanced the activity of the NK-1R promoter, whereas the mutation of the potential TFAP4 binding site B but not A reduced its activity. Schematic diagram for firefly luciferase reporter plasmids containing -1.5 to +0.1 k region of NK-1R is shown. Potential TFAP4 binding sites (BS) in the NK-1R promoter are depicted as a close rectangle A/B, and mutant TFAP4 BS are depicted as an open triangle A/B. **(L)** ChIP assay showed that TFAP4 directly interacted with the NK-1R promoter *in vivo*. The antibody-precipitated DNA was amplified by semi-quantitative PCR for 30 cycles (left) and real-time quantitative PCR (right). The promoter of GAPDH was used as a negative control. Data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

TFAP4 protein expression was also increased in mouse UUO kidney (**Figure 6F**) and in patients with CKD (**Figure 6G**). TFAP4 expression in the CKD kidney was positively correlated to fibrotic extent (r = 0.46, *p* = 0.04) as well as NK-1R expression (r = 0.52, *p* = 0.02) (**Supplementary Figures 4A, B**). We then explored whether TFAP4 regulates NK-1R expression in HK-2 cells. As shown in **Figures 6H, I**, TFAP4 overexpression stimulated NK-1R expression at both mRNA and protein levels. As predicted by JASPAR (26), the 1500-bp sequence upstream of TSS of the NK-1R gene contains two potential TFAP4 binding sites (site A and B) **(Figure 6J)**. This sequence displayed visible promoter activity, which was enhanced by TFAP4 overexpression and suppressed by mutation in the site B but not the site A (**Figure 6K**). Consistently, ChIP assays demonstrated the binding of TFAP4 to the NK-1R promoter (**Figure 6L**). Thus, these findings suggest that TFAP4 regulates NK-1R transcription by binding to the NK-1R promoter directly.

### NK-1R promotes renal inflammation and fibrosis *via* the JNK and p38 pathway

We then examined the machanisms through which the SP/NK-1R axis regulates renal inflammation and fibrosis in HK-2 cells stably overexpressing NK-1R (**Supplementary Figure 5A**). We found that addition of SP significantly suppressed the growth and colony formation of NK-1R-overexpressing HK-2 cells, whereas, these suppressive effects were reversed by the NK-1R-specific pharmacological inhibitor (**Figure 7A** and **Supplementary Figure 5B**). In addition, SP administration induced apoptosis and G2/M arrest in NK-1R-overexpressing HK-2 cells, which was also blocked by inhibition of NK-1R (**Figure 7B**). Interestingly, in SP-treated HK-2 cells that stably overexpressed NK-1R, the expression levels of profibrogenic factors, including connective tissue growth factor (CTGF) and MMP9, were obviously elevated, but these were markedly antagonized by NK-1R inhibition (**Supplementary Figure 5C**). Collectively, SP/NK-1R axis activation promoted apoptosis, G2/M arrest and profibrogenic factor expression in TECs.

**Figure 7:**
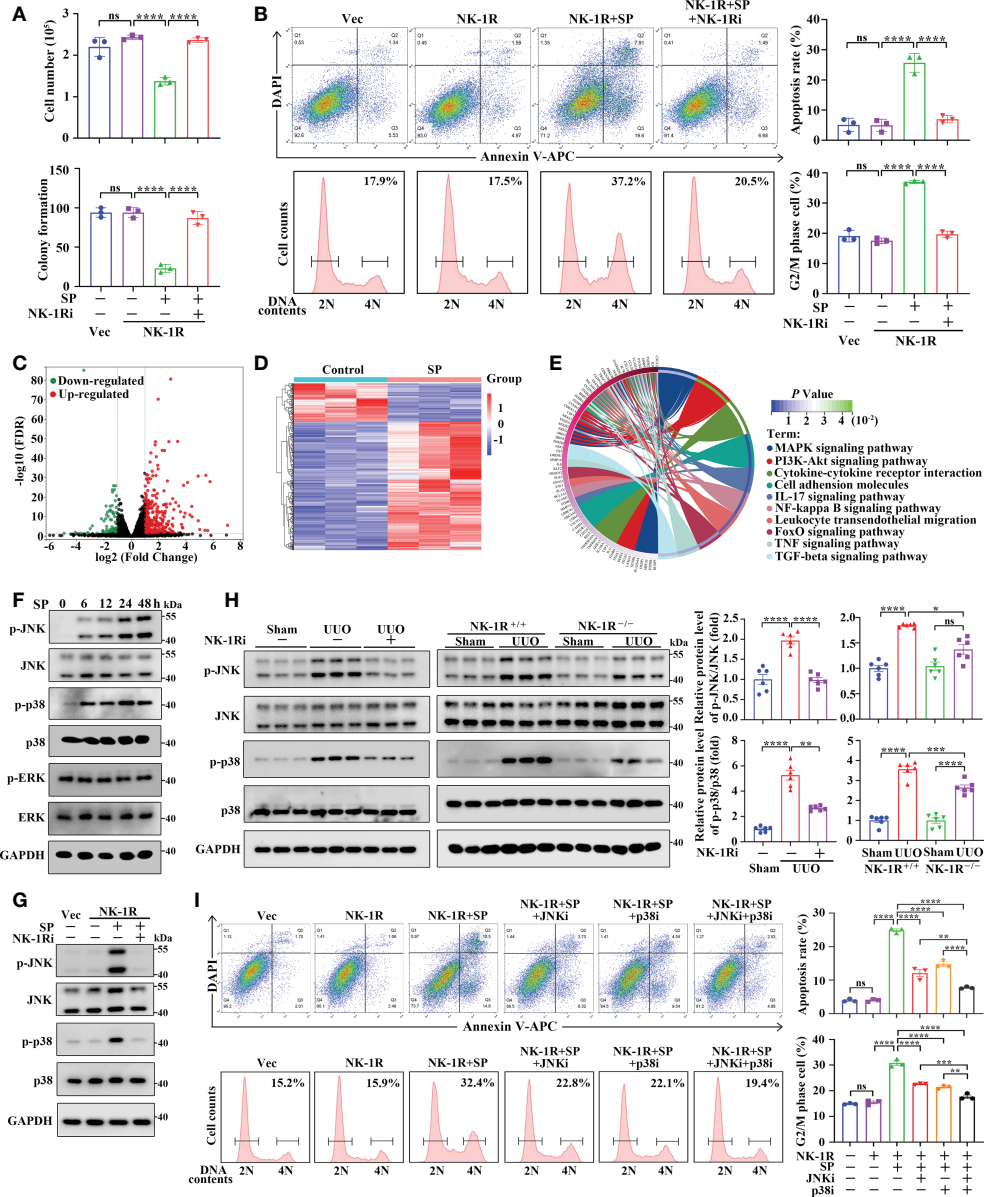
SP mediates renal inflammation and fibrosis through an NK-1R-dependent JNK/p38 mechanism *in vivo* and *in vitro*. **(A, B)** The NK-1R inhibitor abrogated the suppressive effect of SP on cell growth and colony formation **(A)** and abolished SP-induced apoptosis and G2/M arrest **(B)** in NK-1R-overexpressed HK-2 cells. For B, representative images (left panels) and quantitative data (right panels) are shown. **(C, D)** The volcano plot **(C)** and heatmap **(D)** of differentially expressed genes (DEGs) between NK-1R-overexpressed HK-2 cells treated with SP or its control using the criteria of FDR < 0.05 and |log2 (Fold Change)| > = 1. **(E)** The circos plot for the KEGG enrichment of indicated DEGs. **(F, G)** Western blotting showed a time-dependent increase in phosphorylated JNK and p38 but not ERK levels in NK-1R-overexpressed HK-2 cells upon SP incubation and that treatment with the NK-1R inhibitor blocked SP-induced increases in the expression of phosphorylated p38 and JNK. **(H)** Inhibition of NK-1R using both an NK-1R inhibitor and genetic knock-out strategies impaired the UUO-mediated elevation of phosphorylated JNK and p38 levels in mouse kidneys. **(I)** p38- or JNK-specific inhibitors or their combination significantly attenuated SP-stimulated G2/M arrest and apoptosis. For H and I, representative images (left panels) and quantitative data (right panels) are shown. Data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, not significant.

To explore the regulatory mechanisms of SP/NK-1R axis in HK-2 cell activities, we treated the stable NK-1R-overexpressing HK-2 cells with and without SP. 

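HK-2 is an immortalized line of human proximal tubule epithelial cells, and the cells sequenced here carried NK-1R on a lentiviral vector. RNA was sequenced from 3 libraries of cells given 20 µM SP and 3 libraries of cells given PBS as the control, each after 48 h. TACR1, the gene of the overexpressed receptor, was expressed in every library. Its FPKM was 24.8 ± 8.66 (SD, n = 3) in control cells and 114 ± 32.1 (SD, n = 3) in SP-treated cells. This was a log2 fold change of 2.17 (standard error 0.28, adjusted p = 0.00207 from limma), and each SP library was above each control library. A value per gene does not separate the receptor sequence on the vector from the endogenous transcript. The groups differed in receptor transcript as well as in SP, and the effects of these on other genes were not separated. TFAP4, the transcription factor that the paper places upstream of TACR1, had an FPKM of 7.76 ± 0.454 in control and 6.11 ± 0.459 in SP-treated cells (log2 fold change -0.30, adjusted p = 0.0398 from limma), but its adjusted p was above 0.05 with any 1 library left out (0.0509 to 0.16), with no filter (0.0654) and with 2 of 3 scalings chosen after seeing the data (0.0611 and 0.144), and under it in 4 of 13 alternatives. Of the common reference genes, GAPDH had a log2 fold change of 0.09 (adjusted p = 0.547 from limma). ACTB had one of -0.32 (adjusted p = 0.0259 from limma), and its adjusted p was 0.0759 to 0.107 without the second control library or without any 1 SP library, 0.0674 with no filter, 0.0732 and 0.055 with median-ratio and quantile scaling (log2 fold change -0.13 with the latter), and under 0.05 in 6 of 13 alternatives.
The authors cleaned the paired-end DNBSEQ reads, mapped them to GRCh38.p13 with HISAT, quantified genes with RSEM and deposited FPKM values for 16250 genes, rounded to 2 decimals. FPKM is the number of fragments scaled to transcript length and to the mapped fragments of the library. It does not give the number of reads, so the depth of each library is unknown. Over 393 genes with low values, the libraries' relative depth was estimated at 0.994 to 1.01 of the first control library. At these levels rounding to 2 decimals also gives ratios of 1, so the relative depth remains uncertain. The FPKM of all listed genes summed to 760889, 716334 and 672807 in the 3 control libraries and to 686345, 681075 and 688406 in the 3 SP libraries. Pearson's r of log values across genes was 0.99 to 0.996 between libraries of the same group, so no library was a copy of another. The first principal component held 64.8% of the variance and separated SP from control. On it the first SP library (12.7) lay closer to the control libraries than the other SP libraries (20.7 and 21.3). Here the values were tested as log2(FPKM + 1) with limma, which borrows the spread of each gene from genes of similar level, over the 12127 genes with an FPKM of at least 0.5 in at least 3 libraries. Fold changes on this scale understate the change of genes with low FPKM. The p-values measure the spread between these libraries, since no source used here says whether they came from separate cultures.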

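SP-treated cells had higher transcript levels of the ERK phosphatase DUSP5, the cytokine IL11, the chemokine CCL20 and the transglutaminase TGM2, and lower levels of the matrix protease MMP7. Of the 12127 genes tested, 156 were higher and 37 were lower in SP-treated cells, with an adjusted p under 0.05 from limma and a log2 fold change of at least 1 in size. With no threshold on the fold change, 1039 genes were higher and 1457 were lower.
DUSP5, a nuclear phosphatase that inactivates ERK, showed the largest increase on the log2(FPKM + 1) scale (FST on that of log2(FPKM + 0.1), at 5.22). It lies on chromosome 10 of GRCh38 from 110497838 to 110511544 (GENCODE 29). Its FPKM was 7.84 ± 2.95 (SD, n = 3) in control and 162 ± 79.1 (SD, n = 3) in SP-treated cells, a log2 fold change of 4.14 (standard error 0.37, adjusted p = 0.000504 from limma). IL11, a cytokine of the IL-6 family, lies on chromosome 19 from 55364389 to 55370463 and rose from 39.4 ± 9.00 to 657 ± 237 FPKM. FST, which encodes the activin-binding protein follistatin, rose from 0.447 ± 0.268 to 19.0 ± 3.54 FPKM. Its log2 fold change was 3.79 (standard error 0.16, adjusted p = 2.28e-05 from limma). The chemokine gene CCL20 rose by 3.74 on the log2 scale. TGM2, which encodes a transglutaminase that cross-links matrix proteins, rose from 275 ± 100 to 2477 ± 529 FPKM and was the most abundant of the genes with the largest increases. NID2, a basement membrane protein, rose from 14.9 ± 4.33 to 106 ± 5.89 FPKM. The other genes with the largest increases were TCIM, the metallothionein MT1G, RASD1, TMEM158, the potassium channel KCNJ2 and ANGPTL4, with log2 fold changes between 2.51 (ANGPTL4) and 3.29 (TCIM). On the scale of log2(FPKM + 0.1), KCNJ2 and RASD1 rose by 4.77 and 4.42, above the 4.31 of DUSP5. Among the smallest p-values for higher genes were DKK1, a secreted Wnt inhibitor (19.8 ± 1.82 and 74.6 ± 3.95 FPKM), KRT81, IQCD and the histone deacetylase HDAC5 (5.69 ± 0.2 and 14.8 ± 0.331 FPKM).
MMP7 showed the largest decrease on the log2(FPKM + 1) scale. It lies on chromosome 11 from 102520508 to 102530753, and its FPKM was 157 ± 27.4 in control and 13.6 ± 3.66 in SP-treated cells (log2 fold change -3.45, standard error 0.20, adjusted p = 9.35e-05 from limma). GADD45G, RARRES2 (chemerin), SERPINA6 (corticosteroid-binding globulin), WFDC2 and FCAMR followed, with log2 fold changes of -1.79, -1.73, -1.63, -1.41 and -1.34. VCAM1 (-1.49) and the folate receptor FOLR1 (-1.36) also fell. The adjusted p of VCAM1 was 0.0504, 0.0525 and 0.0734 without the second control, first SP and second SP library and 0.0542 with no filter (0.000183 to 0.0734 over all alternatives). That of FOLR1 was 0.0523 without the second SP library (0.000168 to 0.0523 over all alternatives). S100A2, FCMR and the adhesion molecule CADM1 were lower with little spread, from 77.5 ± 2.69 to 30.3 ± 3.13 FPKM for S100A2.
Of 18 proinflammatory cytokines and chemokines tested, a list fixed beforehand, 11 rose, 1 fell and 6 did not pass an adjusted p of 0.05 (the same counts when adjusted over the list alone). A one-sided Fisher's exact test of the genes past both thresholds gave the list an adjusted p = 8.91e-08 over 42 lists. By camera, a test of a list's direction, the adjusted p = 1.54e-05, upward, with a preset correlation of 0.01. With an estimated correlation, where no list passed, it was 0.269. CXCL8 rose from 932 ± 169 to 3455 ± 680 FPKM and IL6 from 185 ± 49.5 to 921 ± 235 FPKM. Of 40 profibrogenic and matrix genes, 7 rose, 9 fell and 24 did not pass (9 rose and 9 fell when adjusted over the list alone). This list had an adjusted p = 0.00014 by the same exact test, with 3 higher and 3 lower genes past both thresholds. By camera the adjusted p = 0.767 with the preset and 0.777 with an estimated correlation. IL11 and MMP14 (log2 fold change 1.25) were among those that rose, and MMP7 was among those that fell.
With log2(FPKM + 0.1) in place of log2(FPKM + 1), 231 genes were higher and 87 were lower. KRT81 has close paralogs, NID2 and TGM2 overlap genes on the other strand, and the sources used here do not say whether strand was kept, so reads of these genes may be shared.

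**Figure D1:**
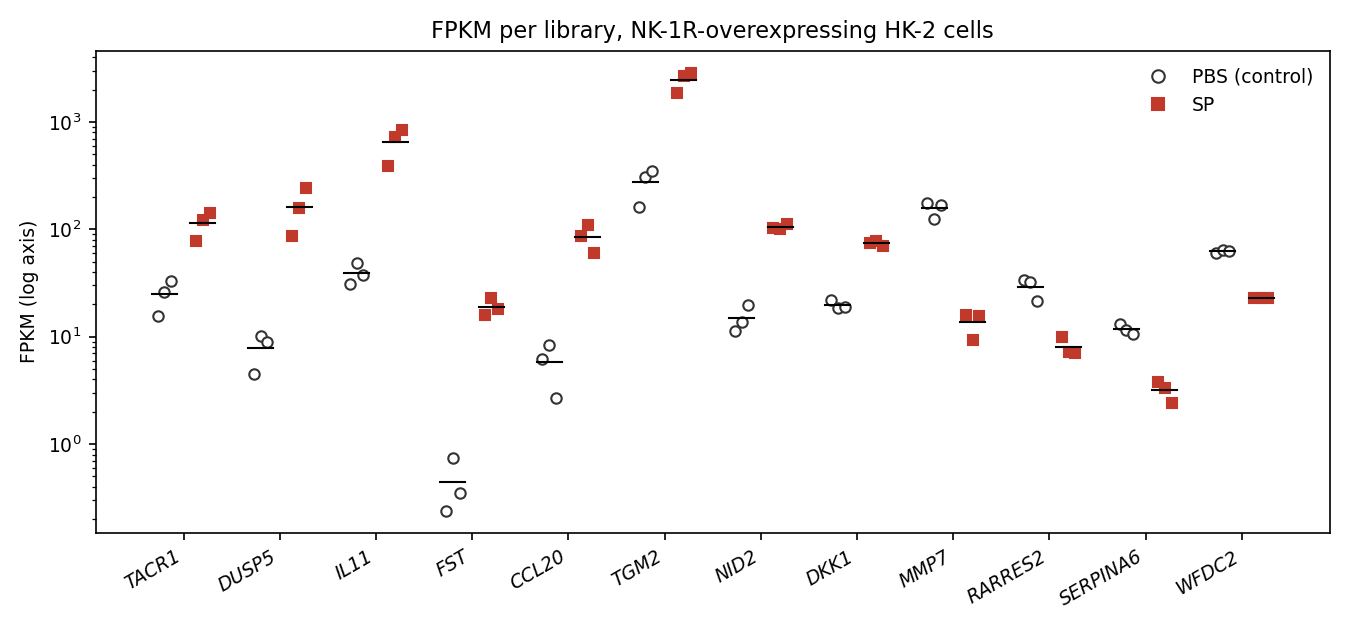
FPKM on a log axis for 12 genes in each of the 3 control libraries (open circles) and 3 SP libraries (red squares), with the mean of each group as a line. TACR1 and the next 7 genes are higher with SP and the last 4 are lower, and for MMP7 the SP libraries lie between 9.39 and 15.8 FPKM against 126 to 177 in control.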

RNA-seq identified that 399 DEGs were detected in SP-treated cells compared with PBS-treated (control) cells with 307 being up-regulated and 92 down-regulated (|log2 FC| >= 1 and FDR < 0.05) (**Figures 7C, D**). KEGG analysis revealed the major enrichment of DEGs in the MAPK pathway, cytokine–cytokine receptor interaction, and PI3K-Akt pathway (**Figure 7E**). It has been well documented that MAPK signaling contributes to inflammation, apoptosis, and fibrosis. 

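IL11, CCL20, CXCL8 and IL6 were among the cytokine genes that rose with SP, and ITGB2 and CLDN1 among the adhesion genes. The KEGG membership was not used here, so 10 lists written from general knowledge beforehand stand in for the pathways of Fig. 7E. Of 101 cytokine and cytokine receptor genes tested, 9 were higher and 2 were lower at the DEG thresholds, where 1.61 were expected by chance (6.84-fold, adjusted p = 5.98e-06 by a one-sided Fisher's exact test over 42 lists). By camera, which sets no threshold on single genes, this list had an adjusted p = 0.0168, upward, with a preset correlation of 0.01 and an adjusted p = 0.269 with an estimated correlation. Of 204 MAPK signaling genes, 9 were higher and 2 were lower against 3.25 expected (3.39-fold, adjusted p = 0.00118 by the same exact test). For this list camera gave an adjusted p = 0.159 with the preset and an adjusted p = 0.376 with an estimated correlation, and the exact test with no threshold on the fold change gave an adjusted p = 0.456. Of 215 PI3K-Akt signaling genes, 10 were higher and none was lower against 3.42 expected (2.92-fold, adjusted p = 0.00542 by the same exact test). With no threshold on the fold change 39 of them were higher and 23 were lower (43 and 25 when adjusted over the list alone), and camera gave an adjusted p = 0.0454, upward, with the preset and an adjusted p = 0.374 with an estimated correlation.
The other 7 lists had adjusted p under 0.05 by the same test. None of them passed by camera with an estimated correlation, where no list did, so this does not separate them. With that correlation the adjusted p = 0.269 for the cell adhesion, IL-17, NF-κB, TNF and leukocyte migration lists, 0.376 for TGF-β and 0.517 for FoxO. With the preset one it was 0.0168, 0.0454, 0.0454, 0.00331, 0.0535, 0.0997 and 0.235 in the same order. The 10 lists share called genes and are not independent. IL6 is in the cytokine, PI3K-Akt, IL-17, FoxO and TNF lists. ITGB2, CLDN1 and ESAM are in both the adhesion and the leukocyte migration list. The lists also stand in for pathways the paper drew from these same libraries. The cell adhesion list had 6 higher and 2 lower genes out of 66 (adjusted p = 4.87e-05). ITGB2, the integrin chain of leukocytes, rose from 4.85 ± 0.595 to 16.6 ± 0.672 FPKM (SD, n = 3 each), the tight junction protein gene CLDN1 had a log2 fold change of 1.31, and CADM1 fell by 1.19 on the log2 scale. The IL-17 list had 7 higher and 1 lower gene out of 62 (adjusted p = 3.46e-05). In the NF-κB list 5 of 71 genes were higher and 2 were lower (adjusted p = 0.000428), with NFKB2 at a log2 fold change of 1.11 and the adaptor gene TRAF1 at 1.13. Of 95 TNF signaling genes, 6 were higher and 1 was lower (adjusted p = 0.00194). The TGF-β list had 4 higher and 1 lower gene out of 72 (adjusted p = 0.0115). FST, GREM1, INHBA and BMP2, which encode an activin-binding protein, a BMP antagonist, an activin subunit and a BMP ligand, had the smallest p-values there, and GREM1 rose from 240 ± 39.7 to 653 ± 41.4 FPKM. Of 71 genes of leukocyte transendothelial migration, 3 were higher and 2 were lower (adjusted p = 0.0113), VAV3 among the latter at a log2 fold change of -1.25. The FoxO list had 2 higher and 4 lower genes out of 113 (adjusted p = 0.0178), with the cell cycle inhibitor CDKN1A higher and the death ligand TNFSF10 (log2 fold change -1.02) lower. Adjusted over the list alone, the counts at the DEG thresholds were the same in the 10 lists.
By Fisher's exact test with no threshold on the fold change, the adjusted p was 0.322 for the IL-17, 0.223 for the NF-κB, 0.151 for the FoxO and 0.876 for the TGF-β list. That of PI3K-Akt was 0.0507 with DEGs at an adjusted p under 0.01, that of TNF 0.0643 without the second SP library, and that of TGF-β 0.0616 at a 1.5-fold threshold and 0.052 by the EASE score, a stricter form of the test. The FoxO list had 0.153 without the first control library, 0.0622 by the EASE score, 0.562 with higher genes alone and 0.0638 after quantile normalization, which was chosen after seeing the data. The leukocyte migration list had 0.0505 with no filter, 0.052 by the EASE score and 0.106 with higher genes alone. The paper tested its DEGs for KEGG terms with DAVID, names the MAPK, cytokine and PI3K-Akt pathways as the major ones, and from there turns to the phosphorylation of MAPK proteins.

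**Figure D2:**
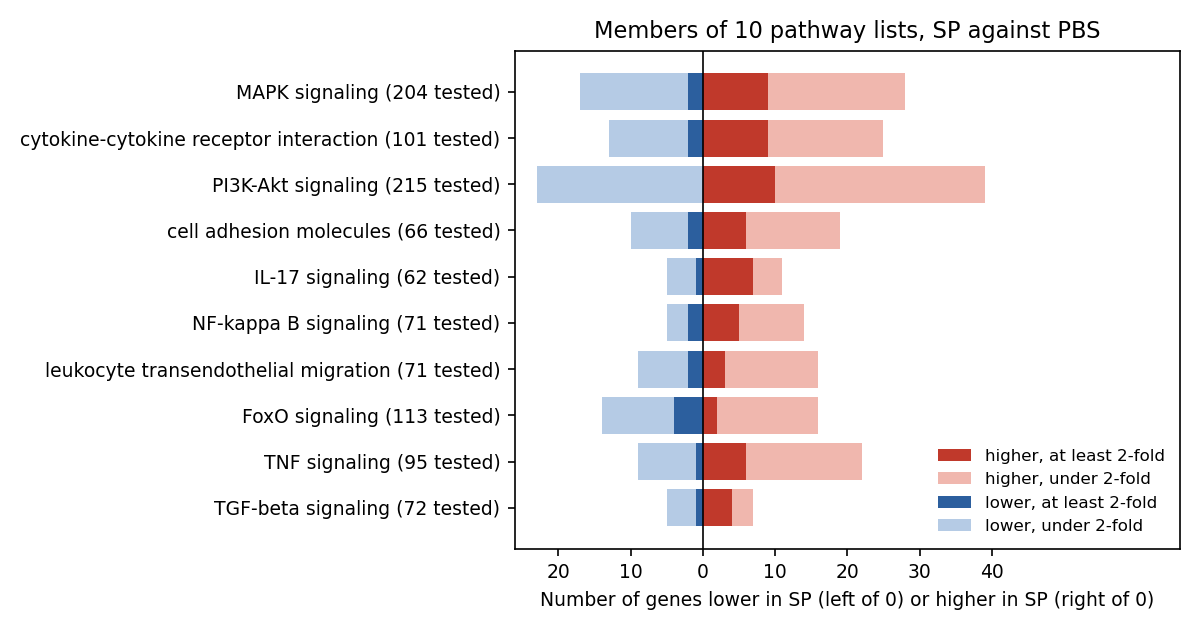
Number of genes of each of the 10 lists that passed an adjusted p under 0.05 (limma), higher in SP to the right of 0 and lower to the left, with those that also reached 2-fold on the log2(FPKM + 1) scale in the darker color. The MAPK list has 28 higher and 17 lower genes (28 and 22 when adjusted over the list alone).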

We then investigated whether the MAPK pathway was altered by SP/NK-1R activation in HK-2 cells. Phosphorylation of p38 and JNK, but not ERK, was highly up-regulated time-dependently by SP treatment in NK-1R-overexpressing HK-2 cells (**Figure 7F**). Furthermore, pharmacologically inhibiting NK-1R drastically repressed SP-induced JNK and p38 phosphorylation (**Figure 7G**). Consistent with the *in vitro* results, the increased p38 and JNK phosphorylation in UUO kidneys was attenuated by pharmacological inhibition or genetic deletion of NK-1R (**Figure 7H**).

To confirm the role of JNK and p38 in SP/NK-1R-mediated renal fibrosis, two inhibitors, namely, SP600125 (the JNK inhibitor) and SB203580 (the p38 inhibitor) were used to further assess whether MAPKs mediate the effects of the SP/NK-1R signaling on G2/M arrest, apoptosis and expression of profibrogenic genes. Results showed that treatment with SP600125 or SB203580 partially antagonized the stimulatory effects of SP on apoptosis and G2M arrest as well as profibrogenic gene levels in NK-1R-overexpressing HK-2 cells. Of note, the combined use of p38 and JNK inhibitors further inhibited SP-induced G2M arrest, apoptosis, and profibrogenic gene production (**Figure 7I** and **Supplementary Figure 5D**). Collectively, these results suggest that the SP/NK-1R axis may promote apoptosis and G2/M arrest as well as profibrogenic gene levels by activating the JNK and p38/MAPK pathways in TECs.

## Discussion

As a prevalent pathological hallmark of end-stage kidney disorders irrespective of the initial cause, renal fibrosis is featured with excessive ECM accumulation upon renal injury, leading to the destruction of normal renal structure and eventual kidney failure (27). Hence, renal fibrosis is well associated with renal dysfunction and is a poor prognostic indicator (28). Increasing evidence has revealed that TECs play an indispensable role in both initial and progressive stages of kidney fibrosis by undergoing various functional changes (such as programmed cell death, senescence, and cell cycle arrest) after injury, resulting from deregulation of pivotal factors/signaling pathways (26). Therefore, further investigation of the molecular mechanism underlying renal TECs abnormity is vital for understanding the pathogenesis of renal fibrosis. The SP/NK-1R pathway is related to the pathogenesis of diverse diseases, such as neurological, cardiovascular, and gastrointestinal diseases (13), as well as myocardial and liver fibrosis (18, 29). Nevertheless, the impact of the SP/NK-1R pathway on renal TEC dysfunction and consequent renal fibrosis remains unexplored. In the present study, as outlined in **Figure 8**, we identified that SP/NK-1R axis activation, arising from elevated SP and NK-1R levels upon injury, could augment renal cell apoptosis, G2/M arrest, proinflammatory/profibrogenic factors production, resulting in progressive renal fibrosis. Mechanistically, we found that NK-1R was a direct target of TFAP4 and TFAP4 promoted NK-1R transcription by binding to the NK-1R promoter. Furthermore, we also uncovered that SP acted *via* the NK-1R to activate the JNK and p38 pathways to induce G2/M arrest, apoptosis, and expression of proinflammatory/profibrogenic genes. More importantly, we also provided the first evidence for targeting the SP/NK-1R axis as a novel therapy for the patients with CKD.

**Figure 8:**
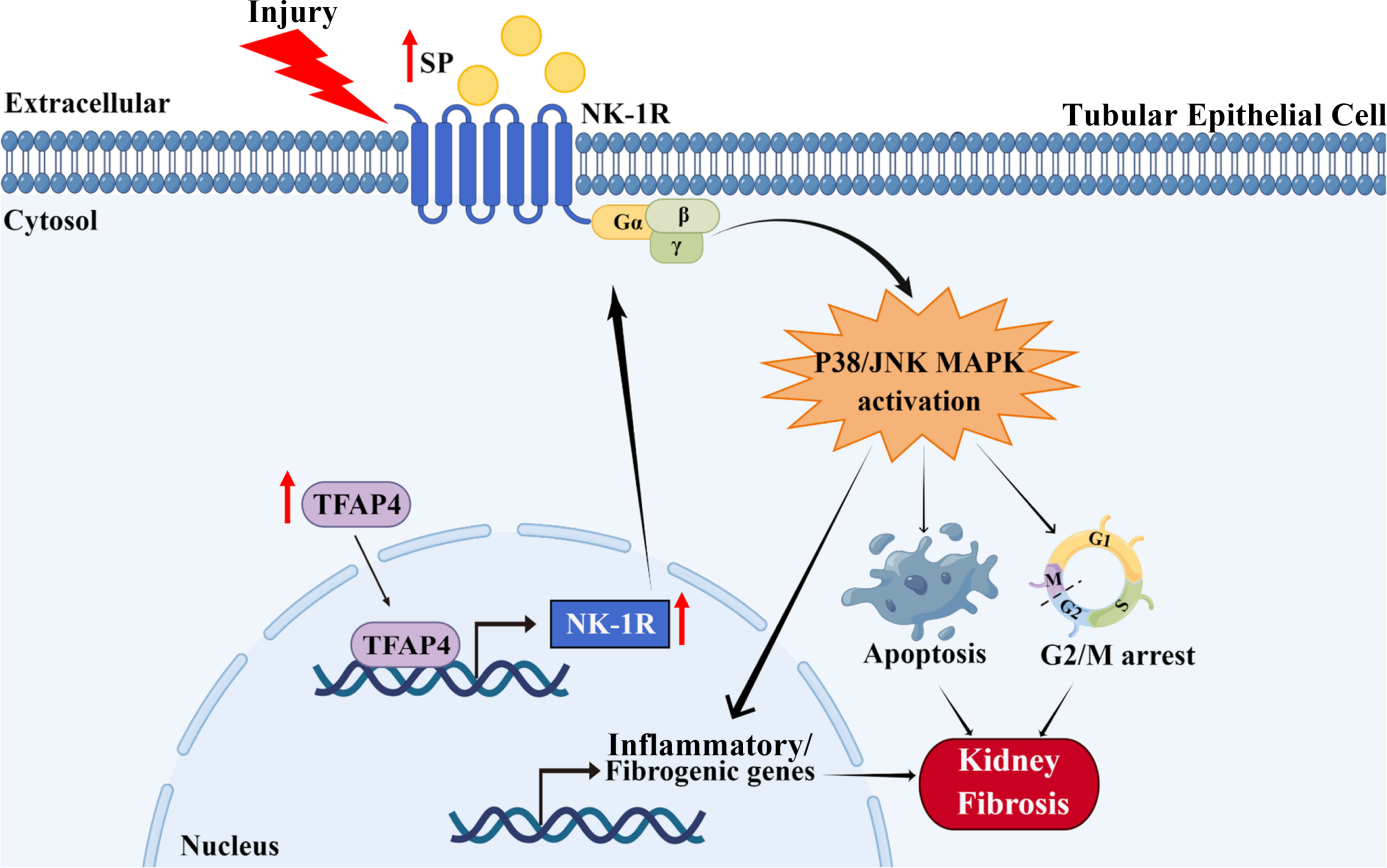
Schematic diagram generated by Figdraw for the proposed mechanism by which the SP/NK-1R axis contributes to the pathogenesis of renal fibrosis *via* modulating inflammatory responses and cell fate of tubular epithelial cells through JNK/p38 signaling pathway in CKD.

Previous studies have well elucidated the extensive involvement of the SP/NK-1R axis in physiological or pathological processes related to central and peripheral nervous systems (e.g., pain, emesis, and neurodegenerative diseases). However, increasing evidence has also shown the expression of SP and NK-1R in non-neuronal tissues and cells (e.g., the liver, lung, and immune, epithelial, and endothelial cells) (30, 31). Indeed, NK-1R is found to promote inflammation, apoptosis, and fibrogenesis by associating with its ligand SP (15). It is reported that SP can bind to NK-1R to activate cardiac mast cells to increase TNF-α and MMPs expression and promote myocardial remodeling upon aortocaval fistula-induced volume overload (16). It can also provoke HSC/cholangiocyte senescence and liver cell apoptosis by stimulating TGF-β1 secretion after liver injury, leading to liver fibrosis (16, 18). Nevertheless, whether SP/NK-1R regulates renal fibrosis remains unknown.

In this study, we identified that expression of SP and NK-1R was significantly increased in the fibrotic kidney in patients with CKD and in mice after UUO and was positively correlated with the fibrotic extent in the renal interstitium. Serum SP levels were also increased in CKD individuals and UUO mice. More importantly, CKD patients with high NK-1R expression or SP levels exhibited lower eGFR, indicating that the activation of SP/NK-1R may contribute to the progression of CKD. Further investigations revealed that both genetic deletion and pharmacological inhibition of NK-1R remarkably impeded UUO-induced proinflammatory/profibrogenic responses as indicated by decreased macrophage infiltration, TNF-α/MCP-1/α-SMA/Collagen I levels, and renal cell apoptosis, whereas SP administration significantly enhanced these inflammatory and fibrogenic responses. Altogether, we find that the SP/NK-1R pathway mediates renal fibrosis progression.

Although SP and NK-1R levels are generally up-regulated in response to different injuries in diverse cell types, the regulatory mechanism of SP/NK-1R expression remains unclear. It has been reported that TFAP4, a member of the basic helix–loop–helix leucine-zipper (bHLH-LZ) family (32), is associated with c-Myc-mediated renal fibrosisby by inducing integrin αv-mediated TGF-β signaling (33). However, no direct evidence has yet revealed the regulatory role of TFAP4 in renal fibrosis. Hyperactivation of TFAP4 has been observed in various human malignancies (e.g., intestinal, lymphoid and liver cancer) (34–36). In the present study, we identified that increased renal TFAP4 levels were closely correlated to the fibrotic index and NK-1R levels in patients with CKD. Moreover, KEGG enrichment analysis suggested that TFAP4 might be associated with multiple signaling pathways (**Supplementary Figure 4C**), such as neuroactive ligand-receptor interaction, MAPK, and Wnt signaling pathways. More importantly, we uncovered that NK-1R expression was regulated by TFAP4 as TFAP4 could bind to the promoter region of NK-1R to regulate its transcription. In the present study, therefore, TFAP4 may be a regulatory mechanism responsible for NK-1R overexpression in renal fibrosis.

Renal fibrosis involves different types of resident cells, including renal TECs and myofibroblasts. It is reported that apoptosis and cell cycle arrest of renal TECs initiate adaptive repair in response to kidney injury (37). Previous studies have demonstrated that maladaptive cell death results in the loss of resident renal TECs and that apoptotic tubule communicates with adjacent profibrogenic cell types (e.g., fibroblasts, myofibroblasts), eventually promoting fibrosis (37). Of these processes, the G2/M phase arrest of renal TECs after kidney injury contributes to persistent transcription of profibrogenic factors such as CTGF and Collagen I (38, 39). Given that SP and NK-1R were mainly expressed in renal TECs, we used HK-2 cells that stably overexpressed NK-1R to further investigate the relationship between SP/NK-1R and tubular injury as well as fibrogenesis *in vitro*. We found that SP treatment suppressed the growth and induced G2/M arrest, apoptosis, and profibrogenic factor production in NK-1R-overexpressing HK-2 cells. Correspondingly, the above effects of SP were almost abolished by a specific NK-1R antagonist, indicating that SP functioned through NK-1R activation. We thus propose that the SP/NK-1R axis may contribute to renal fibrosis at least partly by provoking phenotypic changes in tubular epithelium cells.

To explore the mechanism underlying SP/NK-1R-mediated tubular injury and fibrogenesis, RNA-seq and KEGG pathway enrichment analyses were performed. 

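SPRY4, SPRED3 and DUSP1, which encode inhibitors of MAPK signaling, and the early response factors FOS and NR4A1 were higher in SP-treated cells. Of 20 feedback regulators of MAPK signaling tested, 12 rose, none fell and 8 did not pass an adjusted p under 0.05 from limma in SP-treated HK-2 cells that overexpressed NK-1R (14 rose and 1 fell when adjusted over the list alone). SPRY4 and SPRED3, inhibitors of Ras signaling, had log2 fold changes of 1.20 and 1.12, and ETV4, a transcription factor of the ETS family, had one of 1.41. DUSP1, a phosphatase of JNK and p38, rose from 31.3 ± 0.976 to 151 ± 65.0 FPKM (SD, n = 3 each). Of 24 AP-1 and immediate early genes, 14 rose, 2 fell and 8 did not pass (16 rose and 2 fell when adjusted over the list alone). NR4A1 rose from 3.07 ± 0.599 to 19.9 ± 3.88 FPKM, and FOS, NR4A3 and MAFF had log2 fold changes of 1.38, 1.06 and 1.17. Of 12 targets of CREB and cAMP, 6 rose and none fell (6 and 1 when adjusted over the list alone), and of 17 targets of calcium and NFAT 7 rose and none fell (9 and none over the list alone). By a one-sided Fisher's exact test the feedback, immediate early, CREB and calcium lists had adjusted p of 2.79e-12, 1.34e-05, 0.000117 and 3.46e-05. With no threshold on the fold change the CREB and calcium lists had 0.0518 and 0.0909. By camera with an estimated correlation the adjusted p = 0.269 for each of these 4 lists. FOSB, from the CREB list, and the calcium pump gene ATP2B1, from the calcium list, had log2 fold changes of 1.43 and 1.00.
The genes of the kinases gave smaller values. MAPK8 and MAPK9, which encode JNK1 and JNK2, had log2 fold changes of 0.20 and 0.05 (adjusted p = 0.0586 and 0.734 from limma). With median-ratio and quantile scaling, both chosen after seeing the data, the adjusted p of MAPK8 was 0.034 and 0.0471 (0.034 to 0.195 over all alternatives). MAPK14, which encodes p38α, had a log2 fold change of -0.03 (adjusted p = 0.832 from limma). MAPK3, which encodes ERK1, had a log2 fold change of -0.20 (adjusted p = 0.143 from limma).
Growth factor genes are shared by the MAPK and PI3K-Akt lists. Of 20 genes of the EGF, FGF, PDGF and VEGF families and related ligands tested, 8 rose and 2 fell. The counts were the same when adjusted over the list alone. This list had an adjusted p = 5.78e-05 by a one-sided Fisher's exact test, and 0.055 with calls at an adjusted p under 0.01. By camera the adjusted p = 0.0474, upward, with the preset and 0.269 with an estimated correlation. HBEGF rose from 30.7 ± 2.64 to 75.5 ± 17.2 FPKM, and BDNF and VEGFA had log2 fold changes of 1.09 and 1.43. AREG had one of 1.47, and its adjusted p was 0.0559 without the second SP library (0.000133 to 0.0559 over all alternatives). In the PI3K-Akt list CDKN1A, the cell cycle inhibitor p21, rose from 11.2 ± 2.39 to 40.4 ± 10.5 FPKM, and DDIT4, an inhibitor of mTOR complex 1, rose from 67.7 ± 4.74 to 143 ± 24.9 FPKM. By camera with a preset correlation the feedback and immediate early lists moved upward (adjusted p = 2.52e-09 and 1.03e-06). With the estimated one neither list passed, as no list did, so that test does not count against them.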

We found that the SP/NK-1R axis was associated with several signaling pathways closely related to renal fibrosis, such as MAPK and PI3K-Akt. The MAPK kinase superfamily includes four typical subgroups, including JNK, p38, ERK1/2, and ERK5, and it is worth noting that the first three members are dominant responders to extracellular and intracellular stresses (40). Extensive studies have suggested that MAPKs participate in multiple events such as cell differentiation, cell death, and inflammation, and play a critical role in various diseases (41). We found that SP treatment induced the phosphorylation of p38 and JNK but not ERK1/2 *in vitro*, which was completely blocked by the NK-1R antagonist. In addition, the stimulatory effect of UUO injury on phosphorylated p38/JNK levels was attenuated by the pharmacological inhibition and genetic deletion of NK-1R *in vivo.* Furthermore, treatment with JNK or p38 inhibitors partially abolished apoptosis, G2/M arrest, and fibrogenesis mediated by SP in NK-1R-overexpressing HK-2 cells, and the combined use of JNK and p38 inhibitors enhanced these suppressive effects. Collectively, these data indicated that SP/NK-1R may induce injury and profibrogenic responses in HK-2 cells by activating JNK/p38 MAPKs.

In conclusion, we identify the SP/NK-1R axis as a novel pathway whose activation leads to renal inflammation and fibrosis. Our study uncovers a regulatory mechanism of NK-1R expression whereby TFAP4 increases NK-1R transcription by directly binding to its promoter. Moreover, SP/NK-1R axis activation, may stimulate p38/JNK signaling to promote cell apoptosis and G2/M arrest as well as proinflammatory/profibrogenic responses, resulting in renal fibrosis. Thus, targeting SP/NK-1R axis with NK-1R pharmacological antagonists may represent a promising treatment for renal inflammation and fibrosis in chronic and end-stage kidney disease.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE216743 (GEO) GSE66494 (GEO).

## Ethics statement

Human samples protocols gained approval from the Institutional Research Ethics Committee at the Seventh Affiliated Hospital, Sun Yat-sen University. The patients/participants provided their written informed consent to participate in this study. Animal experimental protocols gained approval from the Institutional Research Ethics Committee at the Sun Yat-sen University.

## Author contributions

EZ, YaL, and MZ were responsible for most of the experiments. XJ, recruited the patient samples and collected clinical data. YuL, NL and HG were responsible for statistical analysis and data interpretation. XS was responsible for the generation of schematic diagram. YX were responsible for modifying the manuscript. JL, H-YL and ZZ designed the study and prepared the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

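RNA from NK-1R-overexpressing HK-2 cells was sequenced after 48 h with 20 µM SP or with PBS, with 3 libraries in each group. The authors cleaned the paired-end reads, mapped them to GRCh38.p13 with HISAT, quantified genes with RSEM and called DEGs with DESeq2. The submitters' processing notes name HISAT2, Bowtie2, GRCh38.p13 and hg38 without versions or roles. The values the authors deposited are FPKM, rounded to 2 decimals, for 16250 genes, 1 value per gene and library, with no pooling of libraries. The rule by which these genes were listed is not given in the sources used here. FPKM is already scaled to each library's total and to transcript length, so a few abundant genes that change can shift the values of all others.

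The design written before the data were examined named a count test as the main test, and limma on FPKM if only FPKM was given, which is the case here. Genes with an FPKM of at least 0.5 in at least 3 libraries (12127 genes) were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds the paper states. Count-based alternatives were not run because they need counts. Absolute depth is unknown. From 393 genes with low values, the relative depth of the 6 libraries was estimated as the most frequent ratio to the first control library (0.994 to 1.01). Values rounded to 2 decimals often give a ratio of 1 at these levels whatever the depth, so this does not settle whether depth differed between the groups.

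The test was checked on simulated data for this comparison, with 200 of 12018 genes changed. It recovered 89% of 100 genes changed by 1.5 on the log2 scale and 99% of 100 genes changed by 2.5. There was 1 wrong call and none in the wrong direction. Smaller changes were not planted, so this recovery does not describe calls nearer to the threshold of 1. Of the calls in the real data, 103 of 156 higher ones were 2- to 3-fold, and 33 of 37 lower ones were under 3-fold.

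The labels give both groups the same replicate numbers. Deviations from the group means correlated between same-numbered libraries with 0.17, 0.22 and 0.17, and every library correlated best with its own number across the groups. The pairing is taken from these correlations, since neither the labels nor the paper say what a number stands for. A fit with the replicate number as a block was therefore run beside the one without it.

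Gene lists were tested by a one-sided Fisher's exact test of the called genes against the genes tested, adjusted over 42 lists. They were also tested by camera with a preset correlation of 0.01 and with an estimated one. No list passed with the estimated correlation (lowest adjusted p = 0.269), so not passing it is not read as evidence against a list. The lists were written from general knowledge beforehand, and those that stand in for KEGG pathways are not the membership of that database. Of all list members, 1 was matched through its gene ID under another symbol. The genes named in the text follow a rule written beforehand. They are the genes the paper names or measures, the 12 higher and 8 lower calls with the largest fold change, a mean FPKM of at least 1 in the higher group and groups that do not overlap, the 5 higher and 5 lower calls with the smallest p, and in each list described the 4 called members with the smallest p, or 2 members where none is called. TAC1 was not analysed here, and some genes that the rule names are not reported here. ACTA2, CCL2 and TNF were below the filter. The sources used here do not give the strand handling, so reads cannot be told apart for named genes that overlap a protein-coding gene on the other strand, which are ACTA2, NID2, TGM2, KRT81, IQCD, IL6, MAFF, ETV4, FOSB, KIF20A, SCNN1A and RPS29, nor for others that overlap antisense transcripts. GBP2 overlaps GBP7 on the same strand, and the metallothionein, keratin, GBP and ribosomal protein genes have near copies that can share reads.

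Alternatives fixed beforehand were another pseudocount, no filter on low values, the replicate block, each library left out, other thresholds and other backgrounds and scores for the lists. Alternatives chosen after seeing the data were 3 other scalings between libraries (equal FPKM totals, median-ratio and quantile), limma without the trend, fold changes from mean FPKM without a pseudocount, and the smaller pseudocount together with no filter. Positions of genes are from GENCODE 29 on GRCh38. Values of ± are SDs over 3 libraries.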

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

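For TACR1, the test of the scaling was chosen after its values were seen. Signals in genes the paper does not discuss for this experiment, above the level of the control libraries, are given here.

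TACR1 itself was higher in SP-treated cells, by 2.17 on the log2 scale. In same-numbered libraries the ratio of SP to control FPKM was 4.99, 4.77 and 4.27, while libraries of the same group differed by up to 2.10 times in control and 1.79 times in SP. Other scalings between libraries argue against a scaling effect, since the log2 fold change was at least 2.20 under all 3 that were run. The paper selected the transduced cells with puromycin. Whether the share of cells carrying the vector, or its copies per cell, differed between the cultures was not tested, since values per gene hold no count of cells. If either differed, the changes of all other genes with SP could not be told from an effect of receptor level. A candidate biological explanation is that SP raised transcription from the vector promoter or from the endogenous gene, which was not tested either.

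Of 7 metallothionein genes tested, 6 were higher at an adjusted p under 0.05 from limma and none was lower (the same counts when adjusted over the list alone). MT1G rose from 5.04 ± 3.42 to 42.1 ± 1.46 FPKM and MT1F from 293 ± 126 to 697 ± 60.6 FPKM. The list had an adjusted p = 0.000428 by a one-sided Fisher's exact test. It was 0.179 without the third control library and 0.157 with calls at an adjusted p under 0.01. By camera the adjusted p = 0.000277 with the preset and 0.269 with an estimated correlation. These genes are close paralogs and can share reads. MT1M (87.4 ± 38.0 and 170 ± 9.90 FPKM) had an adjusted p of 0.061 to 0.1 without the second control library or without any 1 SP library, and one of 0.0861 with no filter.

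Of 33 genes of the unfolded protein response, 14 were higher and 1 was lower (16 and 1 when adjusted over the list alone), with DDIT4 the one that reached a log2 fold change of 1. The list's median log2 fold change was 0.33 (0.21 to 0.37 with any 1 library left out). Camera with a preset correlation gave the list an adjusted p = 5.08e-08. With an estimated correlation the adjusted p = 0.297.

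Of 20 feedback regulators of MAPK signaling, 10 reached a log2 fold change of at least 1, which is 31.4 times the number expected by chance (adjusted p = 2.79e-12 by a one-sided Fisher's exact test). By camera with an estimated correlation the adjusted p = 0.269. The paper reports higher phosphorylation of JNK and p38 but not of ERK in these cells (Fig. 7F), from a time course of protein. The RNA was taken at 48 h and does not measure phosphorylation, so the list does not test that report.

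Of 27 senescence-associated secretory genes, 15 were higher and 4 were lower at an adjusted p under 0.05 from limma (the same counts when adjusted over the list alone). Of these, 12 higher and none of the lower genes reached a log2 fold change of 1 in size (adjusted p = 1.11e-13 by the same exact test). With an estimated correlation camera gave an adjusted p = 0.269. ANGPTL4 rose from 18.1 ± 6.15 to 105 ± 11.0 FPKM and PLAUR, the urokinase receptor, from 57.4 ± 5.89 to 212 ± 44.6 FPKM. CCL20 and CXCL8 are also in this list.

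The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave 193 calls, and the highest number in any other split was 2, so 1 of the 10 splits, the real one, gave as many. With 10 splits the share cannot fall below 0.1, and no more can be said from it. Of the other splits that part all 3 same-numbered pairs, as the real one does, 2 gave 0 calls and 1 gave 2 calls at these thresholds.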

How the results depend on the processing

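The numbers of genes higher in SP-treated cells and genes lower in SP-treated cells, 156 and 37, lay between 127 and 170 and between 35 and 47 when 1 library was left out. With the replicate block they were 159 and 38, and the enrichment of the MAPK, cytokine and PI3K-Akt lists kept its side of the threshold. The block brought MMP9 (adjusted p = 0.0201) and HSPH1 (adjusted p = 0.0476) under an adjusted p of 0.05 and changed no other call among the named genes or in the Fisher tests of the lists. In camera with the preset correlation it moved the NF-κB list from 0.0454 to 0.0543. With log2(FPKM + 0.1), 87 genes were lower. With no fold-change threshold 1039 were higher and 1457 lower, and with a 1.5-fold threshold these were 429 and 221. Of the alternatives chosen after seeing the data, folds from mean FPKM without a pseudocount gave 246 and 91, and the smaller pseudocount with no filter gave 257 and 105. Both give more weight to genes of low FPKM, whose fold the pseudocount of 1 shrinks. The scalings between libraries and limma without the trend kept both counts within 1.5 times.

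For MAPK list enrichment the adjusted p was 0.456 with no fold-change threshold and 0.159 by camera with the preset correlation, and PI3K-Akt list enrichment had 0.0507 with calls at an adjusted p under 0.01. The cause was not tested. Among lower calls alone, the MAPK, cytokine and PI3K-Akt lists had adjusted p of 0.414, 0.177 and 1, and over all 42 lists, these 3 included, 4 tests passed in place of 23, since only 37 genes are lower. By camera with an estimated correlation the MAPK list enrichment, cytokine list enrichment and PI3K-Akt list enrichment had 0.376, 0.269 and 0.374. There 0 lists passed, and the lowest adjusted p was 0.269, also that of the feedback regulators (2.79e-12 by the exact test). Not passing it with 3 libraries per group therefore does not separate a list that moved from one that did not. An unknown depth limits what low values can show. No named gene changed its direction while passing the test. DESeq2, other size factors and count filters, planned for counts, were not run.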

Differences from the paper's values

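The paper states 399 DEGs, 307 up-regulated and 92 down-regulated. At the same thresholds on the deposited FPKM, limma gave 193, 156 and 37. Of the alternatives set before the data were examined, log2(FPKM + 0.1) gave 231 higher and 87 lower genes, and these and their total are within 1.5 times of the paper's values. A 1.5-fold threshold, which is not the paper's, gave 429 higher genes, also within 1.5 times of the paper's 307, but 650 in all and 221 lower. The remaining alternatives, which are no filter, the replicate block, each library left out, no fold-change threshold and an adjusted p under 0.01, stayed more than 1.5 times away for all 3 numbers. Of the alternatives chosen after seeing the data, folds from mean FPKM without a pseudocount gave 337, 246 and 91, and log2(FPKM + 0.1) with no filter gave 362, 257 and 105, all within 1.5 times. The paper's list of genes was not used here, so how many of its DEGs these settings drop is not known.

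The paper names the MAPK, cytokine and PI3K-Akt pathways as the major ones. In the lists used here these had the most called genes of the 10 pathways, 11, 11 and 10. By the p-value of the Fisher's exact test their ranks were 5, 1 and 7.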

Other observations

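The other scalings between libraries and the intervals of the medians under them were chosen after seeing the data, and the medians of the G2/M and ribosomal lists had been seen before the tests of them were set.

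Interferon response genes were divided. Of 40 tested, 12 fell, 5 rose and 23 did not pass an adjusted p of 0.05 from limma (14 fell and 5 rose when adjusted over the list alone). GBP1 fell from 21.0 ± 0.433 to 9.57 ± 1.93 FPKM (SD, n = 3 each) and GBP2 from 5.54 ± 0.675 to 1.92 ± 0.387 FPKM, while OASL rose from 2.6 ± 1.41 to 8.2 ± 2.57 FPKM (adjusted p = 0.0583 without the second SP library, 0.0128 to 0.0583 over all alternatives). Of 20 markers of tubular injury and repair, 5 rose and 6 fell (6 and 6 over the list alone), with PLAUR and CD44 (log2 fold change 1.13) higher and MMP7 and VCAM1 lower. Of 24 targets of YAP and TEAD, 11 rose and 3 fell (11 and 4 over the list alone). ANKRD1 and NT5E had log2 fold changes of 1.40 and 2.26, and TGFB2, which encodes a TGF-β ligand, had one of -1.07. Of 16 Wnt targets and regulators, 6 rose and none fell (8 and 1 over the list alone), among them DKK1 and WNT7B (log2 fold change 1.30). Of 30 genes of glycolysis and hypoxia, 9 rose and 2 fell (11 and 2 over the list alone). By a one-sided Fisher's exact test the interferon, injury, YAP, Wnt and glycolysis lists had adjusted p of 0.00803, 0.00074, 0.00135, 0.0477 and 0.128. The interferon list had 0.052 by the EASE score. The Wnt list had 0.0531 with no filter and 0.104 with log2(FPKM + 0.1). By camera with the preset correlation these lists had 0.17, 0.555, 0.00233, 0.000385 and 0.00241 in that order. With an estimated correlation, where no list passed, they had 0.601, 0.612, 0.269, 0.269 and 0.46.

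Markers of other cell types were few. Of the leukocyte, endothelial, distal nephron and fibroblast marker lists, 5, 3, 1 and 5 genes passed the filter. FCER1G (0.44 ± 0.104 and 3.18 ± 2.08 FPKM) and ESAM (0.923 ± 0.102 and 3.21 ± 0.337 FPKM) were higher with SP. COL1A1 was lower (4.60 ± 0.19 and 2.64 ± 0.478 FPKM), as were LUM (log2 fold change -0.54) and SCNN1A (-0.48), the latter with an adjusted p = 0.057 from limma without the second SP library. Among 11 proximal tubule markers tested, 1 rose and 2 fell, and CDH6 had a log2 fold change of -1.20.

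The paper reports higher expression of CTGF and MMP9 with SP in these cells (Supplementary Figure 5C), a separate experiment. In the RNA-seq CCN2, the gene of CTGF, had 24.6 ± 3.43 FPKM in control and 52.0 ± 5.19 FPKM with SP (log2 fold change 1.06, adjusted p = 0.000929 from limma). MMP9 had low values, 0.277 ± 0.159 and 0.93 ± 0.618 FPKM (log2 fold change 0.56, adjusted p = 0.0871 from limma, 0.0201 with the replicate block and up to 0.211 over the alternatives). CCL2, TNF and ACTA2 were at or below 0.47 FPKM in every library. Of 42 apoptosis genes 4 rose and 4 fell (5 and 7 over the list alone), with BCL2A1 at a log2 fold change of 1.78. Of 29 p53 targets 4 rose and 3 fell (5 and 7 over the list alone). Apart from CDKN1A, GDF15 was among those that rose (65.8 ± 29.5 and 232 ± 127 FPKM), with an adjusted p of 0.0538 without the second control and 0.0506 without the second SP library, and 0.0529 with no filter.

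The paper reports G2/M arrest with SP (Fig. 7B), from flow cytometry of cells stained with propidium iodide. Transcript levels do not give the share of cells in a phase, so the values here do not test that arrest. Of 55 G2/M genes tested none rose and 11 fell (none and 15 over the list alone), at an adjusted p under 0.05 from limma. KIF20A fell from 83.2 ± 4.30 to 47.6 ± 6.87 FPKM, and the list's median log2 fold change was -0.14. Under 3 other scalings the median was at most -0.082, with 2, 5 and 8 genes lower and 1, 0 and 1 higher. With any 1 library left out the median was at most -0.10. No rise of the list therefore appeared under the scalings that were run or without any 1 library. These scalings moved the median of all tested genes only from -0.050 to at most 0.0039, so a larger shift was not tested. Of 54 G1/S genes 2 rose and 11 fell (2 and 13 over the list alone; 2, 5 and 10 fell under the other scalings), with E2F1 at 0.38 and MCM3 at -0.37. By camera with the preset correlation the adjusted p = 0.0151 for the G2/M and 0.0473 for the G1/S list, both downward. With an estimated correlation these were 0.612 and 0.549.

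Of 68 ribosomal protein genes 25 fell and none rose (51 and none over the list alone), with a median log2 fold change of -0.26. Camera gave the list an adjusted p = 2.52e-09, downward, with the preset and 0.517 with an estimated correlation. RPSA (-0.35) and RPS29 (-0.49) had adjusted p of 0.0537 to 0.0592 and 0.0599 to 0.0758 without the second control, second SP or last SP library, and RPS29 had one of 0.0545 with no filter. The number depends on the scaling, with 38 lower and 1 higher at equal FPKM totals, 2 lower with median-ratio scaling and 24 lower and 3 higher with quantile normalization. The median was -0.20 and -0.21 with the first of these and the second, and -0.126 with the third (95% bootstrap interval -0.149 to -0.0931), so a part of the decrease may come from scaling, and how large that part is stays open at this spread. Among 422 other highly expressed genes with transcripts as short, the median was -0.16 (interval -0.18 to -0.13, against -0.28 to -0.24 for the ribosomal genes). These intervals cover the spread between genes and not that between libraries. With any 1 library left out the ribosomal median was -0.32 to -0.19, and no such range is given here for the other short genes. The comparison therefore does not decide whether an under-measurement of short transcripts was the whole cause. With quantile normalization the median of the other short genes was -0.105 (interval -0.127 to -0.0718), which overlaps that of the ribosomal genes, so there the sets were not separated. A lower output of ribosomal protein transcripts in growth-suppressed cells stays open and was not tested.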
